# Spns1 is an iron transporter essential for megalin-dependent endocytosis

**DOI:** 10.1152/ajprenal.00172.2024

**Published:** 2024-09-12

**Authors:** Andrew Beenken, Tian Shen, Guangchun Jin, Aryan Ghotra, Katherine Xu, Kivanc Nesanir, Rachel E. Sturley, Soundarapandian Vijayakumar, Atlas Khan, Abraham Levitman, Jacob Stauber, Estefania Y. Chavez, Shelief Y. Robbins-Juarez, Luke Hao, Thomas B. Field, Hediye Erdjument-Bromage, Thomas A. Neubert, Lawrence Shapiro, Andong Qiu, Jonathan Barasch

**Keywords:** endocytosis, iron, megalin, proteinuria, Spns1

## Abstract

Proximal tubule endocytosis is essential to produce protein-free urine as well as to regulate system-wide metabolic pathways, such as the activation of Vitamin D. We have determined that the proximal tubule expresses an endolysosomal membrane protein, protein spinster homolog1 (Spns1), which engenders a novel iron conductance that is indispensable during embryonic development. Conditional knockout of Spns1 with a novel Cre-LoxP construct specific to megalin-expressing cells led to the arrest of megalin receptor-mediated endocytosis as well as dextran pinocytosis in proximal tubules. The endocytic defect was accompanied by changes in megalin phosphorylation as well as enlargement of lysosomes, confirming previous findings in Drosophila and Zebrafish. The endocytic defect was also accompanied by iron overload in proximal tubules. Remarkably, iron levels regulated the Spns1 phenotypes because feeding an iron-deficient diet or mating Spns1 knockout with divalent metal transporter1 knockout rescued the phenotypes. Conversely, iron-loading wild-type mice reproduced the endocytic defect. These data demonstrate a reversible, negative feedback for apical endocytosis and raise the possibility that regulation of endocytosis, pinocytosis, megalin activation, and organellar size and function is nutrient-responsive.

**NEW & NOTEWORTHY** Spns1 mediates a novel iron conductance essential during embryogenesis. Spns1 knockout leads to endocytic and lysosomal defects, accompanied by iron overload in the kidney. Reversal of iron overload by restricting dietary iron or by concurrent knockout of the iron transporter, DMT1 rescued the endocytic and organellar defects and reverted markers of iron overload. These data suggest feedback between iron and proximal tubule endocytosis.

## INTRODUCTION

The recovery of electrolytes (Na^+^, K^+^, Ca^2+^, Mg^2+^, and PO_4_^2-)^ and water from the glomerular filtrate by different segments of the kidney tubule has been detailed over the past half-century. However, the mechanisms that recover filtered proteins have remained obscure. Megalin (*Lrp2*) and its partner cubilin are thought to bind and transport as much as ∼2 g/day of low molecular weight (LMW) proteins that escape glomerular barriers (1). Protein endocytosis is a central function of the proximal tubule, not only producing protein-free urine but also capturing metabolic precursors for metabolism in proximal cells, such as the precursor of active vitamin D.

Some of the filtered proteins contain iron; the disposition of their iron is complicated because different iron species with differing physical properties require different transport carriers. The common, oxidized form of iron (Fe^3+^) precipitates at pH > 4, and thus dedicated carriers are required to solubilize Fe^3+^ and conduct it into cells. Transferrin-Fe^3+^ is the most prominent iron transport protein (2–4), releasing Fe^3+^ in endosomes at low pH, while apotransferrin recycles to the plasma membrane by remaining bound to its receptor transferrin-TFR1 (5, 6). Endosomal iron can be exported to the cytoplasm by DMT1 after the reduction of Fe^3+^ to Fe^2+^ by ferrireductases (7). Iron can also enter the proximal tubule via megalin-cubilin rather than TFR1 due to apical capture of transferrin and LMW proteins associated with iron.

TFR1 and DMT1 are ubiquitous and conserved among species, but their deletions produce tissue- and stage-specific phenotypes rather than global defects, implicating additional transporters (8–14). Using distant homology blast searches with known iron transporter sequences as bait, we identified *Spns1* as a candidate iron transporter. We report that global deletion of *Spns1* is embryonic lethal while conditional knockout in the kidney proximal tubule generates cytoplasmic iron overload and near complete suppression of apical endocytosis. These phenotypes are linked because dietary iron restriction or concurrent conditional knockout of DMT1 restores proximal tubular function. Conversely, dietary iron overload mimics the deletion of *Spns1*. Given the preserved expression of megalin in *Spns1* conditional knockout, this study is hypothesis generating as to possible posttranslational regulation of megalin and, more generally, to feedback from the ligand to the endocytic process that captured the ligand. Our results provide evidence that proximal tubule cells are responsive to metabolic stimuli and sensitive to negative feedback from the ligands they capture.

These data indicate a novel second endosomal-lysosomal function of *Spns1*, which is known to export lysophosphatidyl choline and lysophosphatidyl ethanolamine from endosome and lysosomes and supply these lipids to the cytoplasm (15–17).

## MATERIALS AND METHODS

### Database Mining of the Mouse Genome

Using the search parameter of Distant Homology, the Ensembl human peptide database was blasted with conserved domains of two SLC11 family members (GenBank Accession No. pfam01770.12) and yeast genes *Fet4* (a low-affinity Fe^2+^ transporter) and *Ftr1* (a high-affinity membrane conductance specific to Fe^3+^). The search produced a series of distant homologs for downstream tests.

### Uptake Studies in *Xenopus* Oocytes

The open reading frames of candidate genes were PCR amplified from E15 mouse embryo cDNA and then cloned into pSPT64T or pTNii plasmids for the synthesis of capped sense cRNA from the SP6 promoter using the mMESSAGE mMACHINE system (AM1344, Ambion, Austin, TX). Defolliculated *Xenopus laevis* oocytes were prepared as described (18) and injected with 50 nL of water or cRNA of candidate genes (30 ng). Radiotracer uptake was determined 3 or 4 days later. Seven to ten oocytes were incubated in 500 µL of modified Barth’s solution [EcocyteShop; MBS; 88 mM NaCl, 2.4 mM NaHCO_3_, 2.5 mM Na pyruvate, 1 mM KCl, 0.82 mM MgSO_4_, 0.41 mM CaCl_2_, 0.3 mM Ca(NO_3_)_2_, and 15 mM MES or HEPES], and uptake of ^55^Fe^2+^ (1 mM ascorbate; Fe:NTA = 1:4) or ^55^Fe^3+^ (Fe:NTA = 1:4) was assessed at room temperature. Uptake was halted by the addition of ice-cold MBS containing 100 mM nonradiolabeled FeCl_3_ and 1 M ascorbate (pH 7.5). Oocytes were washed 10 times thereafter and solubilized with 10% SDS for measurement of radioactivity.

### Mice

Mouse breeding, feeding with control and iron**-**deficient diets, and euthanasia followed protocols approved by the Columbia Institutional Animal Care and Use Committee (IACUC). Equal responses in male-female mice and female C57Bl6 mice were studied.

### Generation of Spns1-Inactivated Mice

We obtained the *Spns1*-trapped embryos (2–4 cell stages, C57BL/6;129S5) from Mouse Mutant Regional Resource Centers (MMRRC_011643-UNC), which were then resuscitated at Columbia. One allele of the *Spns1* gene was trapped by a retroviral vector (pUPATrap-CRV2) in the first exon just ahead of the start codon, ATG. The heterozygotes (*Spns1^trap/+^*) were crossed with wild-type C57BL/6 mice for five generations and subsequently bred to homozygosity. The gene trapping-mediated Spns1 ablation (termed *Spns*^−/−^) was verified by quantitative RT-PCR and then PCR genotyped.

### Generation of* Spns1^**+/**nLacZ ^*Mice and *Spns1^flox/^^flox ^*Mice

Blastocysts were inoculated with *Spns1*-targeted ES cells from https://www.informatics.jax.org/allele/MGI:4432137. The targeting cassette was inserted at position 125974001 of chromosome 7 upstream of exon 3. The cassette was composed of an *Frt* site followed by L*acZ* sequence and a *loxP* site followed by a neomycin resistance gene under the control of the human β-actin promoter. A SV40 polyA sequence and a second *Frt* site and second loxP site followed. A third loxP site was inserted downstream of exon 3 at position 125974818. Chimeras were bred with C57BL/6 mice for germline passage. Heterozygous mice were bred with *E2a-Cre-* to generate a *Spns1KO-LacZ* reporter allele or with *Actin-Flipase* to generate a *Spns1* floxed allele (*Spns1^flox/+^*) (Fig. 1).

**Figure 1.**
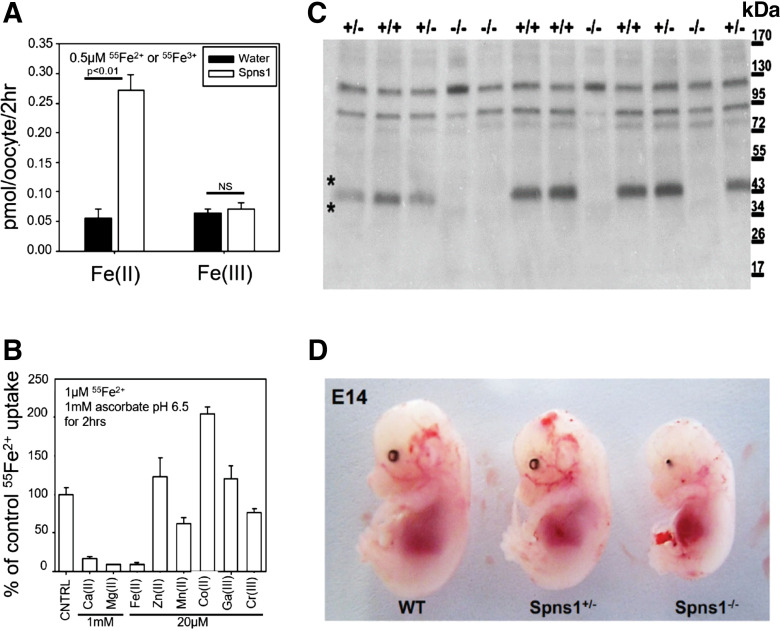
Spns1 is an iron transporter essential for organogenesis. *A*: oocytes inoculated with *Spns1* message transport ^55^Fe^2+^ but not Fe^3+^ (7–10 oocytes/assay; two-tailed *t* test with Welch’s correction). *B*: Fe^2+^, Ca^2+^, and Mg^2+^ competed for ^55^Fe^2+^ capture (7–10 oocytes/assay; *P* < 0.01). *C*: loss of SPNS1 protein in *Spns1*^−/−^ mice. In the immunoblot, the ∼50 kDa SPNS1 band is bracketed by asterisks (*). *D*: failure of organogenesis in gene-trapped *Spns1* knockout mice. Eye development and dorsal cranial structures were most affected.

### Generation of* Megalin3’Cre-Ert*,* Megalin3’Cre-Ert;Spns1^flox/flox^;Uprt^flox/+^*, and *Megalin3’Cre-Ert Spns1^flox/+^;Uprt^flox/+^* Mice

The generation of these mice has been previously described in our published work (19). We used BAC recombineering to remove megalin’s stop codon and replace it with *“P2a-Cre-Ert2-frt-neo-frt*.” The BAC clone was validated by sequencing and by 5' and 3' junctional PCR. The targeted ES cells were confirmed by sequencing and PCR, and, finally, the engineered mice were crossed with *Actin-Flpe* mice to remove the Neo cassette. “P2a” permits the expression of native megalin and *3’Cre-Ert2* from the megalin promoter. We used this Cre driver to delete *Spns1* in the megalin domain without affecting the transcription of megalin itself. Hence, *Megalin3’Cre-Ert;Spns1^flox/flox^* deletes SPNS1 in proximal tubules, but megalin expression is preserved.

Including one allele of promiscuous uracil phosphoribosyl transferase (*Uprt^flox-stop-flox/+^*) resulted in megalin-driven expression of UPRT in the megalin-Cre domain. UPRT incorporates 4-thiouracil in nascent RNA in the proximal tubule in a 4-h window of treatment with 4-thiouracil. Hence, utilizing the *Megalin3’Cre-Ert;Spns1^flox/flox^;Uprt^flox/+^* mice and *Megalin3’Cre-Ert;Spns1^flox/+^;Uprt^flox/+^* mice compare nascent 4-thiouracil labeled RNA in *Spns1^flox/flox^* deleted proximal tubules with nascent labeled RNA in *Spns1^flox/+^* mice depicting time-stamped proximal tubule-specific nascent RNA. Because UPRT incorporates thiouracil, labeled proximal tubule RNA can be isolated from the whole kidney by using thio-biotin-avidin beads. Purification of cell-specific nascent RNA emphasizes the transcriptional response to the knockout (19). All mouse pairs, including *Megalin3’Cre-Ert* and *Spns1^flox/flox^* and *Spns1^flox/+^*, were inoculated with tamoxifen in parallel.

### Measurement of Nascent Proximal Tubule mRNA (Uprt-RNAseq)

Protocols and statistical analyses were conducted as previously published by our laboratory (19). In brief, nascent RNA in the proximal tubule was labeled with 4-thio-uracil and captured with thio-biotin-avidin beads, and 20–60 ng of purified biotinylated RNA were submitted to the Columbia University Genome Center for RNA sequencing. Libraries were prepared using paired-end 100 bp reads for each sample with Illumina TruSeq RNA prep kits and sequenced using Illumina NovaSeq 6000—40 million reads.

### Data Analysis

Illumina RTA was used to perform base calling and Kallisto (version 1.8.2) was used for converting base call files (.BCL) to FASTQ and for performing sequence adaptor trimming. Reads were then trimmed using Trimmomatic version 0.36 (LEADING: 10 TRAILING: 10 MINLEN:30) and then aligned to the mouse reference genome (mm10) using STAR aligner version 2.5.3a (default settings). Count tables were generated with HTSeq (version 0.6.1p2). Gene expression was normalized to transcript length and library size (TPM). Data were deposited in the Gene Expression Omnibus (series GSE268837).

Raw count data across all samples were used to generate PCA plots and differential gene expression using DESeq2 in the Bioconductor package (R version 3.3.2). We curated differentially expressed genes (DEGs) up- or downregulated (*P*_adj_ < 0.05 and >0.5 or <−0.5 log_2_FC) in *Megalin3’Cre-Ert;Spns1^flox/flox^;Uprt^flox/+^* mouse kidneys (“Spns1 KO”) and iron-overloaded *Megalin3’Cre-Ert;Spns1^flox/+^;Uprt^flox/+^* mouse kidneys (“FeO”) compared with *Megalin3’Cre-Ert;Spns1^flox/+^;Uprt^flox/+^* mouse kidneys (“WT”) from littermates (Supplemental Table S2). Venn diagrams were created using the VennDiagram package in R. Heatmaps were created using pHeatmap in R.

Counts from all expressed genes, base count > 0, were normalized by DESeq2 and used to identify enriched gene sets via gene set enrichment analysis (GSEA). We used geneset permutation against Hallmark and mp.cp.v2023.2.Mn.symbols.gmt (Reactome, Biocarta, WikiPathways) databases. Significance was based on FDR q-val < 0.05. We curated genesets that were enriched or deenriched in FeO and Spns1 KO compared with WT mouse kidneys from littermates.

### Genotyping of Animals

Spns1 conditional knockouts were genotyped, yielding a 344 bp band for WT and a 378 bp band for the floxed allele. Genotype of *Megalin3’Cre-Ert;DMT1^flox/flox^* conditional knockout yielded a 376 bp band for WT and 450 bp band for the floxed allele (Supplemental Table S4).

### Iron Overload Protocol

Mice are treated with intraperitoneal injection of 12 mg of elemental iron (iron sucrose, Venofer) daily for 3 days and euthanized 1 wk later according to IACUC protocols.

### Iron-Deficient Diet Protocol

According to the IACUC protocol, mice were placed either on a standard diet (PicoLab 5053) containing 220 ppm iron or on an iron-restricted diet (2-6 ppm iron, TD.80396, Harlan) post weaning, followed by serial weekly ophthalmic vein bleeding for 3 wk. In the subsequent week, mice were euthanized, and hematocrit was evaluated with iSTAT-EC8+ cartridges (Abbott Labs).

### Immunohistochemistry

To generate anti-mouse SPNS1 protein, a peptide (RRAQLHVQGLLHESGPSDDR) corresponding to amino acids 490–509 was synthesized and conjugated with KLH. Rabbit antibodies specific for SPNS1 were affinity purified by Open Biosystems. Tissues were perfusion fixed with 2% paraformaldehyde/PBS buffer and then transferred to 30% sucrose/PBS buffer on a shaker at 4°C. After embedding in O.C.T (Tissue-Tek), frozen sections (15 µm) were prepared, permeabilized with 0.1% Triton X-100/0.2% BSA in PBS for 15 min at room temperature, blocked with 3% BSA in PBS-T, and probed with antibodies (Supplemental Table S4).

### Perls/Turnbull Staining/Periodic Acid-Schiff Staining

Mouse embryonic fibroblasts (MEFs) were prepared from *Spns1*-trapped embryos and *Spns1* expression was determined by RT-PCR. MEFs were incubated in MEM with Holo-Tf (100 μg/mL; Sigma, T1283) overnight and prepared for histochemistry according to published protocols (20, 21). Cryosections of the kidney were also prepared. In brief, for Perls stain, sections were fixed with 1% potassium ferrocyanide with 4% paraformaldehyde in 0.9% NaCl/100 mL water/5 mM PO_4_ (pH 0.8–1.0); for Turnbull, sections were fixed with 1% potassium ferricyanide with 4% paraformaldehyde in 0.9% NaCl/100 mL water/5 mM PO_4_ (pH 0.8–1.0). For both stains, methanol (with 0.01 M NaN_3_ and 0.3% H_2_O_2_) postfixation was followed by incubation with 3,3′-diaminobenzidine-4 HCl (0.025%; Pierce, 1856090; Thermo Fisher Scientific, 34065) and H_2_O_2_ (0.005%) in PBS for 10–30 min. For periodic acid–Schiff stain, paraffin slides were deparaffinized and the Sigma 395B kit was used according to the microwave protocol (22).

### Quantification of Lysosomal Density

A confocal Leica SP8-DLSM light sheet microscope was used. The circumference of megalin^+^ tubules was traced in ImageJ using Ezrin costaining. The outside of the region of interest (ROI) was cleared, and the inside of the ROI was “thresholded” using the Bersen method to identify LAMP1^+^ lysosomes. The total area of identified lysosomes was then quantified using the analyze particles tool with minimum size = 0.3 and circularity = 0.0–1.00. The percent lysosomal area was then calculated by dividing the total lysosomal area by the total ROI.

### Western Blotting

Samples of urine from five control (*Spns1^flox/flox^*) and five conditional knockout (*Megalin3’Cre-Ert;Spns1^flox/flox^*) mice were loaded on SDS-PAGE gel. Proteins were transferred onto nitrocellulose membranes using the Bio-Rad Transblot Turbo System, blocked with 1% nonfat dry milk in TBS-T for 1 h, and probed with primary and secondary antibodies (anti-rabbit HRP; 1:10,000; Jackson Laboratory), followed by imaging with a X-M1 Fujifilm camera using the KwikBlot detection system (Kindle BioSciences).

### Apical Membrane Purification and Mass Spectrometry

LC-MS/MS to identify peptides was conducted as previously published by our laboratory (23). For phospho-proteomic analysis, apical membrane preparations from *Spns^flox/^^flox^* and *Megalin3’Cre-Ert;Spns^flox/^^flox^* mice in triplicate were run ∼1 cm into a SDS-PAGE gel and fixed by Coomassie staining. Proteins in the gel slices were digested with mass spectrometry grade trypsin (400 ng, Promega). Peptides were extracted and desalted using hand-packed C18 columns. Peptide pools from each sample were subjected to phosphopeptide enrichment using titansphere titanium dioxide microcolumns (GL Sciences). After washing, bound phosphopeptides were eluted with a high pH buffer. Flow through as well as the elution were individually analyzed with nano LC-MS/MS over a 2-h acquisition time. Two independent mouse protein database search engines were utilized: MaxQuant 1.5.5.1 and MASCOT 2.5.0. MaxQuant identified 39 unique phosphosites using FDR 0.01 and Mascot identified 102 unique phosphosites with a significance threshold *P* < 0.05. All phosphopeptides were detected in enriched fractions from the elution, and all nonphosphorylated corresponding peptides were found in flowthrough fractions. Additional triplicate sets for *Spns^flox/flox^* and *Megalin3’Cre-Ert;Spns^flox/flox^* mice were analyzed, without enrichment, to quantify the three phospho-serine sites at amino acids S4467, S4577, and S4624. Each phosphopeptide was confirmed with MS/MS evidence. Significant abundance differences were determined with a two-tailed *t* test with Welch’s correction.

## RESULTS

### Spns1 Traffics Iron

To identify novel iron transporters in kidney physiology, we created a database based on distant homology blast searches using yeast proteins FET4 (a low-affinity Fe^2+^ transporter) and FTR1 (a high-affinity membrane conductance specific to Fe^3+^) and mammalian DMT1 (SLC11A2) and metal transporter NRAMP1 (SLC11A1) as bait. Twenty-eight unclassified transmembrane proteins and four known divalent metal transporters (SLC41a1, SLC41a2, SLC39A14, and NIPAL2) were identified. The unclassified proteins were screened by expression in oocytes, using the capture of Fe^2+^ or Fe^3+^ to identify iron transport candidates.^55^Fe^2+^ (1 mM ascorbate; Fe:NTA = 1:4; 2 µM) was reproducibly captured by *Spns1* expressing oocytes following Michaelis–Menten kinetics (*K*_m_ = 3.0 ± 1.1 µM; pH 6.5). Iron capture was specific to Fe^2+^ (Fig. 1*A*) and was inhibited by excess Fe^2+^ (20 µM) and by Ca^2+^ and Mg^2+^ (1 mM) but not by other divalent or trivalent metals, including Fe^3+^ (Fig. 1*B*). Hence, *Spns1* facilitates the transport of Fe^2+^.

### Spns1 Is Essential for Organogenesis

*Spns1* encodes a highly conserved 12-transmembrane protein [(mouse vs. human (92.6%) vs. zebrafish (68.3%) vs. *Drosophila* (54%)] (24). Knockout of the *Drosophila* or zebrafish *Spns1* homolog resulted in the accumulation of lipofuscin in an expanded endosomal-lysosomal system in the nerve, ovary, glia, and neuromuscular junction or in the yolk sac, respectively, suggesting that SPNS1 is critical in transfer of endocytic material from the endosome to lysosome (24–28).

To characterize SPNS1 activity in mice (29, 30), we first determined whether *Spns1* was essential in mouse embryogenesis. We used MMRRC founder (RRID: MMRRC 011643-UNC) containing a retroviral insertion just prior to ATG. The mice (*Spns1*^−/−^) demonstrated loss of immunoreactive SPNS1 and a catastrophic phenotype, including a defective skull, cranium eye organogenesis, and embryonic lethality at E14.5 (Fig. 1, *C* and *D*).

### Conditional Knockout of Spns1 Impairs Proximal Tubule Endocytosis and Causes Proteinuria

Kidney morphogenesis begins at E11; hence, to investigate *Spns1* function in the kidney, we created two conditional deletions to obviate embryonic lethality and permit investigation of perinatal and adult kidney physiology (Fig. 2). *Spns1^+/LacZ^* revealed prominent *Spns1* driven LacZ in developing E18 cortical tubules with limited expression in other segments (Fig. 3*A*). Consistently, SPNS1 expression colocalized with megalin in the proximal tubule of the adult kidney (Fig. 3*B*).

**Figure 2.**
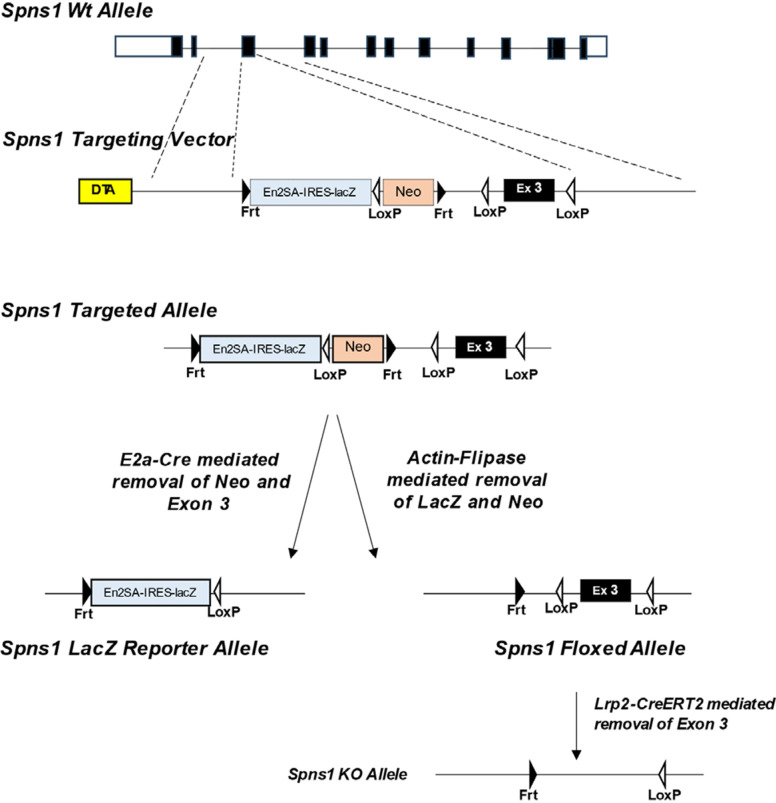
Generation of *Spns1 LacZ* reporter and conditional knockout. We obtained *Spns1*-targeted ES cells from https://www.informatics.jax.org/allele/MGI:4432137. Heterozygotes were bred with *E2a-Cre* to generate *Spns1^LacZ^* reporter mice or bred with *Actin-Flipase* to generate *Spns1^flox/+^* mice, which, in turn, were bred with *MegalinCre-Ert2* mice to obtain *Spns1* deletion specifically in the proximal tubule.

**Figure 3.**
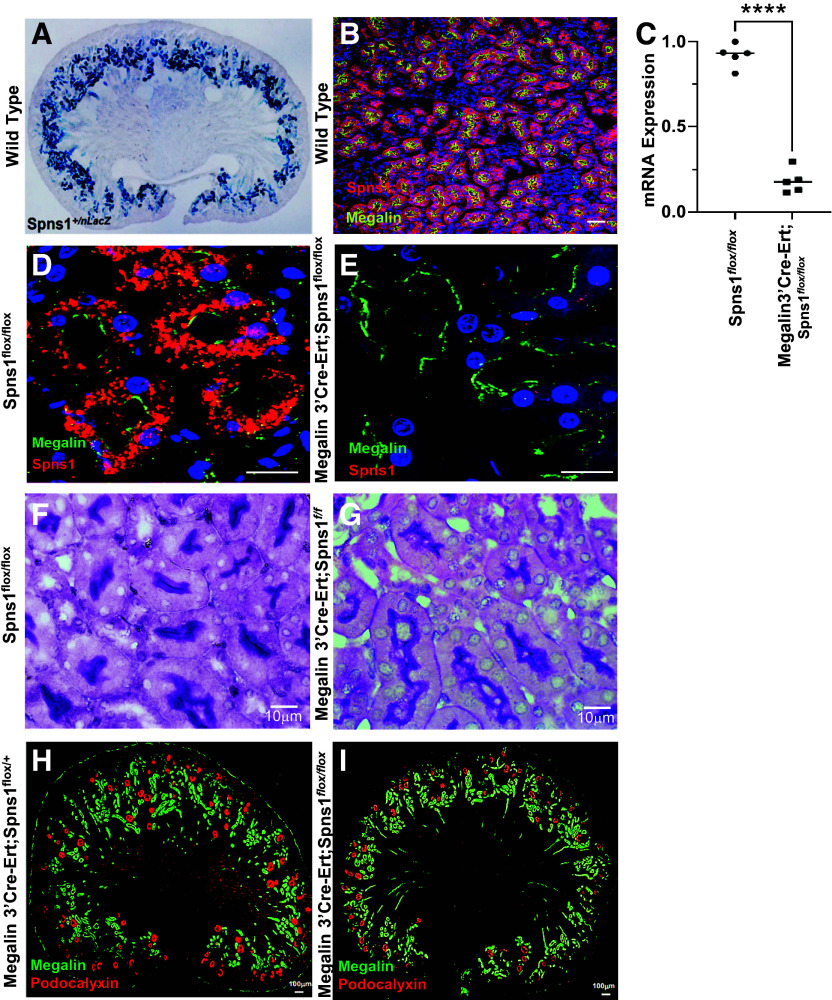
Conditional knockout of *Spns1*. *A*: whole-mount *Spns1^+/Lacz^* in proximal tubules (E13.5). *B*: expression of *Spns1* (red) in megalin^+^ (yellow) proximal tubules. *C*: deletion of *Spns1* expression in *Megalin3’Cre-Ert; Spns1^flox/^^flox^* kidneys (*P* = 1.7 × 10^−7^, two-tailed *t* test with Welch’s correction). *D* and *E*: kidneys from littermates showing with immunofluorescence depicting loss of SPNS1 (red stain) but not megalin (green stain) in *Megalin3’Cre-Ert;Spns1^flox/flox^* knockout proximal tubules (*right*); *Spns1^flox/flox^* is shown as a control (*left*). *F* and *G*: kidneys from littermates with. periodic acid-Schiff staining demonstrating intact apical brush borders in both *Spns1^flox/flox^* controls and *Megalin3’Cre-Ert;Spns1^flox/flox^* knockout proximal tubules. *H* and *I*: kidneys from littermates with immunofluorescence depicting grossly similar levels and distributions of podocalyxin (red stain) and megalin (green stain) in *Megalin3’Cre-Ert;Spns1^flox/^^flox^* knockout proximal tubules (*right*) and *Megalin3’Cre-Ert;Spns1^flox/+^* control (*left*) proximal tubules. Bars = 50 µm in *B*, 20 µm in *D* and *E*, 10 µm in *F* and *G*, and 100 µm in *H* and *I*.

To determine the role of SPNS1 in the proximal tubule, we used BAC cloning and inserted the *Cre-Ert* driver in place of the megalin stop codon (*Megalin3’Cre-Ert*). This construct permits uninterrupted megalin expression while driving inducible *Cre-Ert* from the megalin promoter (19). *Megalin3’Cre-Ert* efficiently deleted gene expression in megalin-expressing cells. Hence, breeding *Megalin3’Cre-Ert* with *Spns1^flox/flox^* mice deleted proximal tubule *Spns1* RNA (Fig. 3*C*) and protein (Fig. 3, *D* and *E*). Periodic acid–Schiff staining (Fig. 3, *F* and *G*) and immunostains of glomeruli (podocalyxin) and proximal tubules (megalin) (Fig. 3, *H* and *I*) demonstrated morphologically normal kidneys.

The proximal tubule carries out a number of functions essential for systemic homeostasis, including the capture of electrolytes and water and the capture of proteins filtered across glomerular filtration barriers, known as LMW proteins. Consequently, one measure of dysfunction of the proximal tubule is the presence of LMW proteinuria. We examined endogenous proteinuria, and we tested the response of the kidney to the infusion of labeled proteins. We found LMW proteinuria in five *Megalin3’Cre-Ert;Spns1^flox/flox^* mice (Fig. 4*A*). Over 100 urinary proteins were enriched (total spectral counts) compared with control *Spns1^flox/^^flox^* urine (Supplemental Table S1). Serum major urinary proteins (MUP2, MUP3, MUP5, MUP17, MUP18, and MUP20; 21 kDa) (31), trafficking from the liver, predominated in the urine of deleted mice. *Spns1* KO urine also contained endogenous NGAL, which marks proximal and distal tubular damage (Fig. 4*B*) (32).

**Figure 4.**
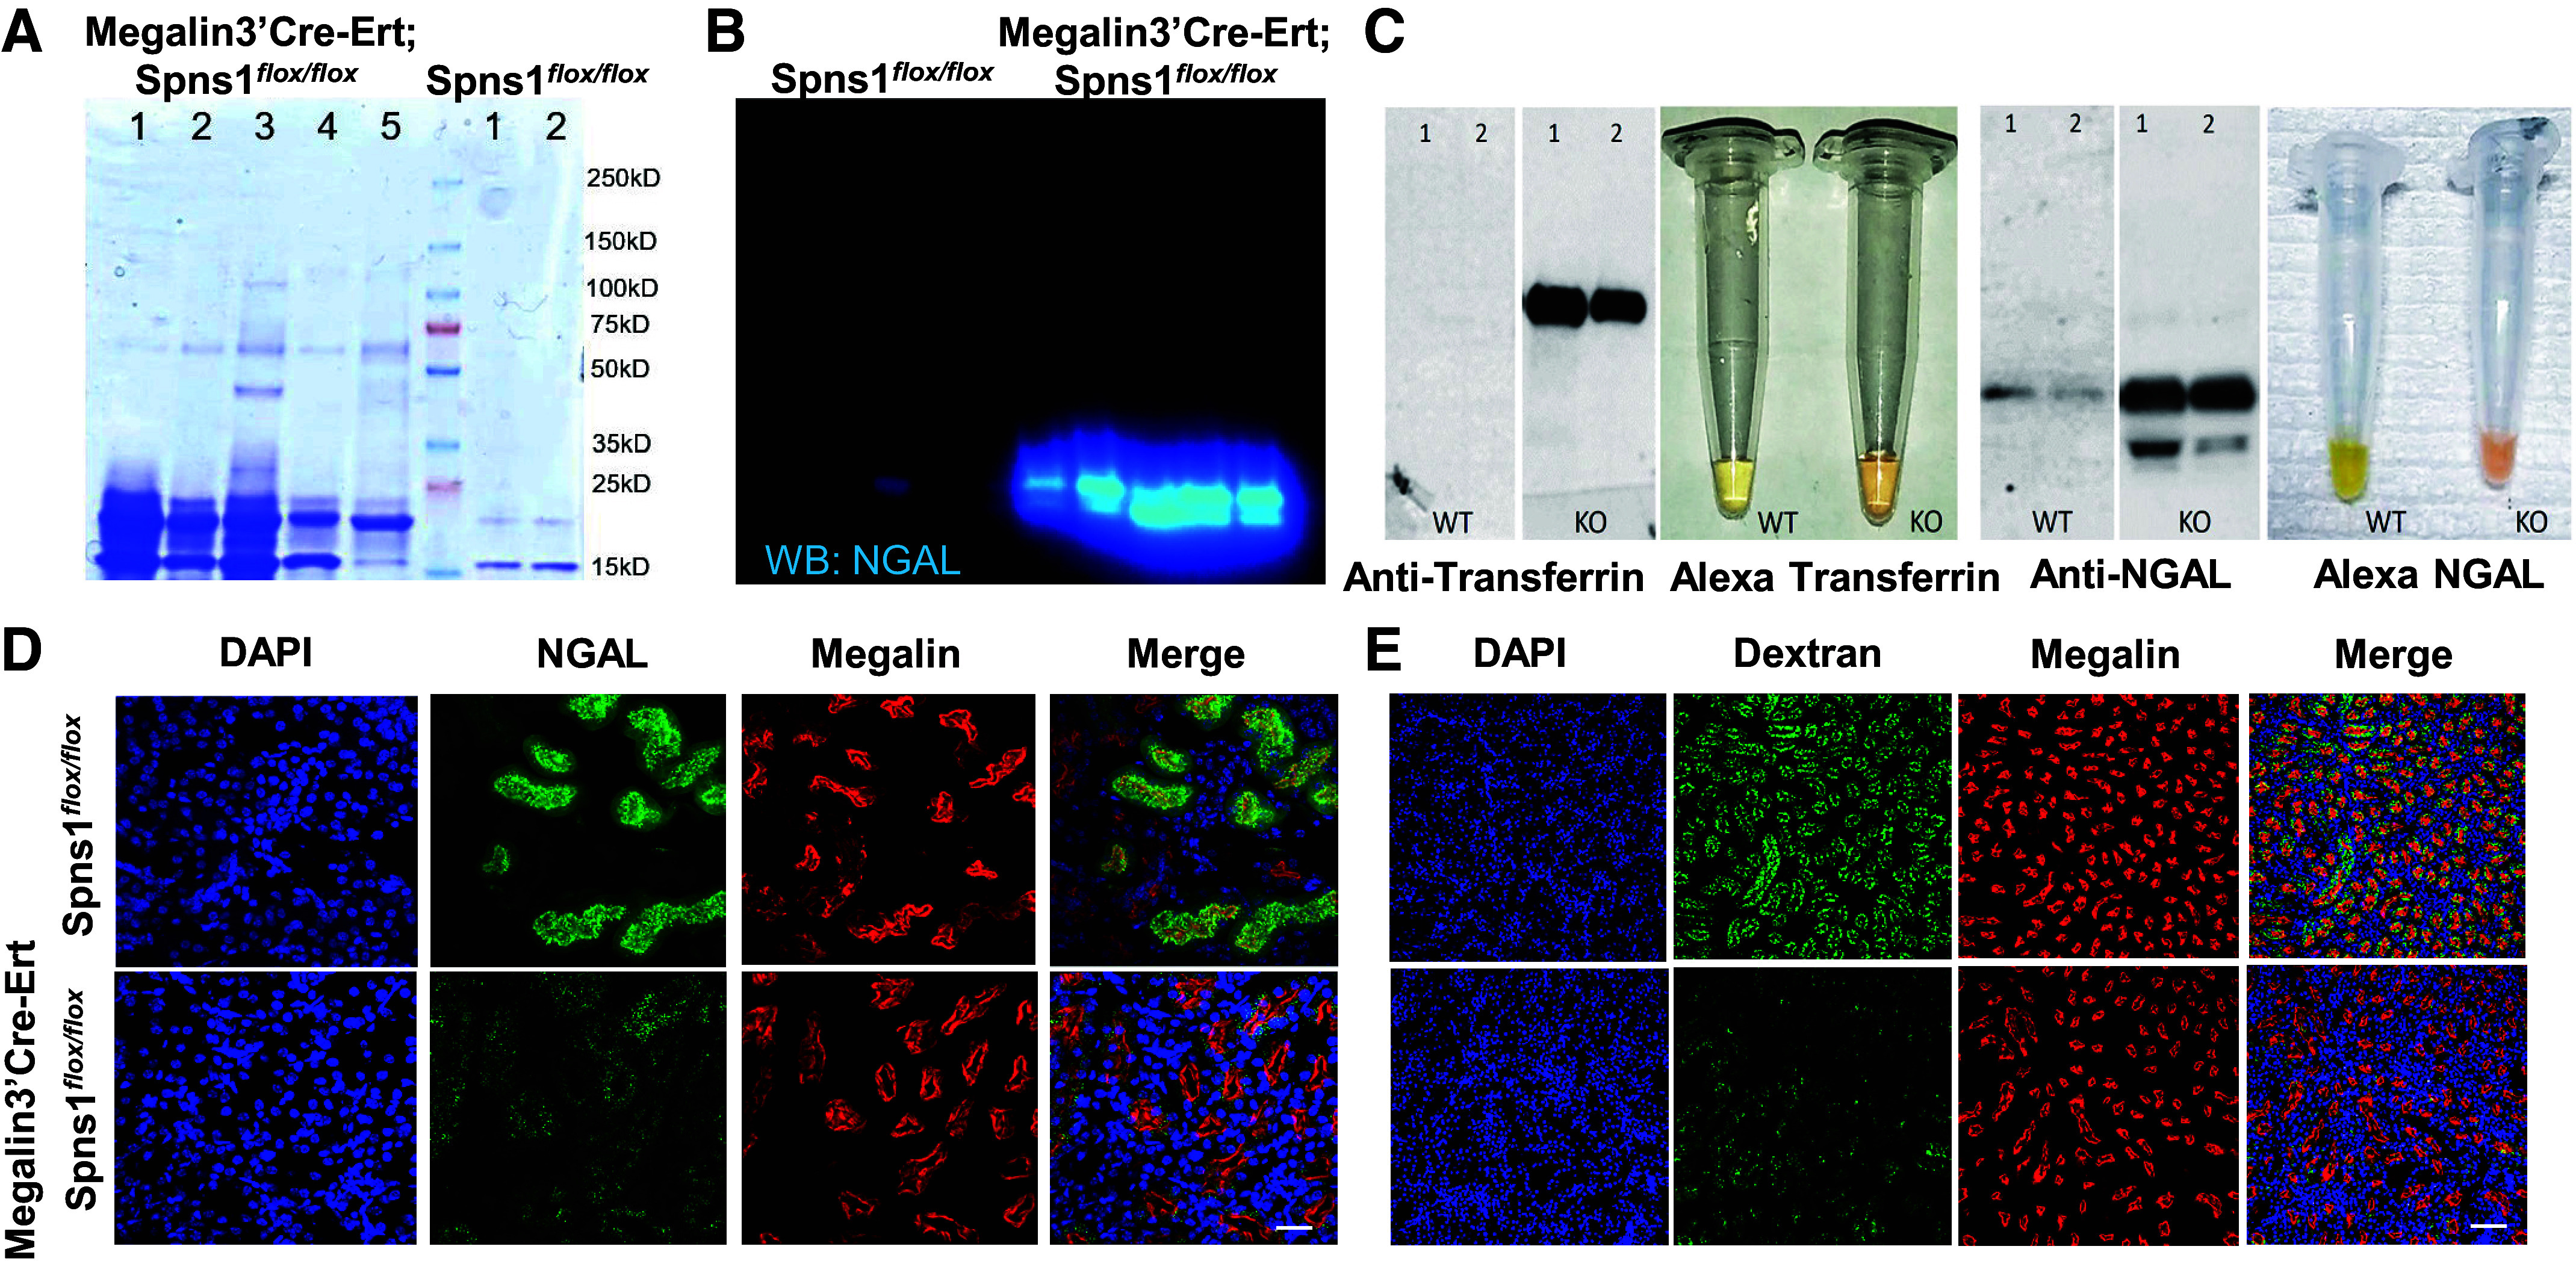
Conditional knockout of Spns1 impairs proximal tubule endocytosis. *A*: low molecular weight proteinuria in *Spns1* knockouts. Coomassie staining is shown. *B*: urinary NGAL excreted in *Spns1* knockouts. *C*: exogenous Alexa568-transferrin and -NGAL excreted in *Spns1* knockout. Urine immunoblots are shown. *D* and *E*: failure to capture FITC-NGAL and FITC-dextran despite expression of megalin in *Megalin3’Cre-Ert;Spns1^flox/flox^* knockout proximal tubules. Bars = 20 µm in *D* and 80 µm in *E*.

The proximal tubule is critical for the capture of proteins that escape glomerular filtration barriers. To evaluate whether Spns1-mediated proteinuria was due to defective protein capture, we inoculated mice intraperitoneally with labeled proteins or with dextran and determined that *Spns1* deletion resulted in their excretion. Inoculated Alexa-labeled transferrin and Alexa-labeled NGAL were detected in the urine by visual inspection and by immunoblots (Fig. 4*C*). The capture of exogenous Alexa-NGAL, presumably by the megalin receptor (32), was defective (Fig. 4*D*). Even the capture of FITC-dextran, presumably by pinocytosis, was nearly abolished in *Megalin3’Cre-Ert;Spns1^flox/flox^* proximal tubules, despite qualitatively preserved levels of megalin staining (Fig. 4*E*). Time course experiments revealed that the reduction in proximal capture could be discerned within 10 min of FITC-dextran inoculation (Fig. 5*A*), suggesting disturbance in the initial stages of endocytosis. Consistent with this notion, defective endocytosis in *Spns1* deleted proximal tubules persisted when observing endosomal labeling with dextran over the course of many hours after the inoculation (Fig. 5*B*).

**Figure 5.**
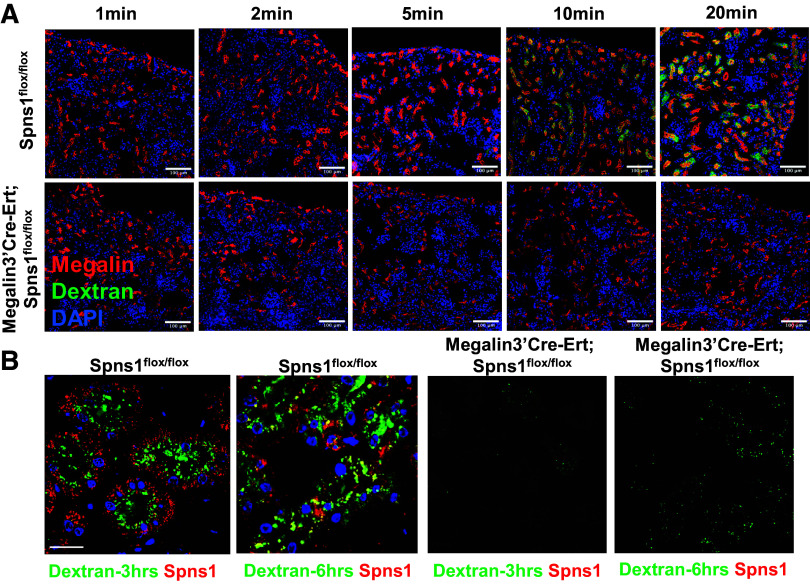
Conditional knockout of *Spns1* impairs proximal tubule endocytosis: time course. *A*: wild-type *(Spns1^flox/llox^*) and *Spns1*-deleted proximal tubules (*Megalin3’Cre-Ert;Spns1^flox/llox^*) could be distinguished within 10 min of infusion of FITC-dextran. *B*: dextran was captured by endosomes at the luminal surface and then subsequently located in SPNS1^+^ late endosomes and lysosomes deep in the cytoplasm. No labeling was found in *Spns1* knockouts. Bars = 100 µm in *A* and 20 µM in *B*.

Additional evidence demonstrated that *Megalin3’Cre-Ert;Spns1^flox/flox^* induced dysfunction of many components of the endolysosomal pathways; phosphorylation of megalin motif PPPSP increased ∼16% (Fig. 6), implicating that the deletion of *Spns1* resulted in a change in megalin trafficking. In addition, lysosomes occupied ∼22-fold more area [reproducing published work (25, 29)] (Fig. 7, *A*–*C*).

**Figure 6.**
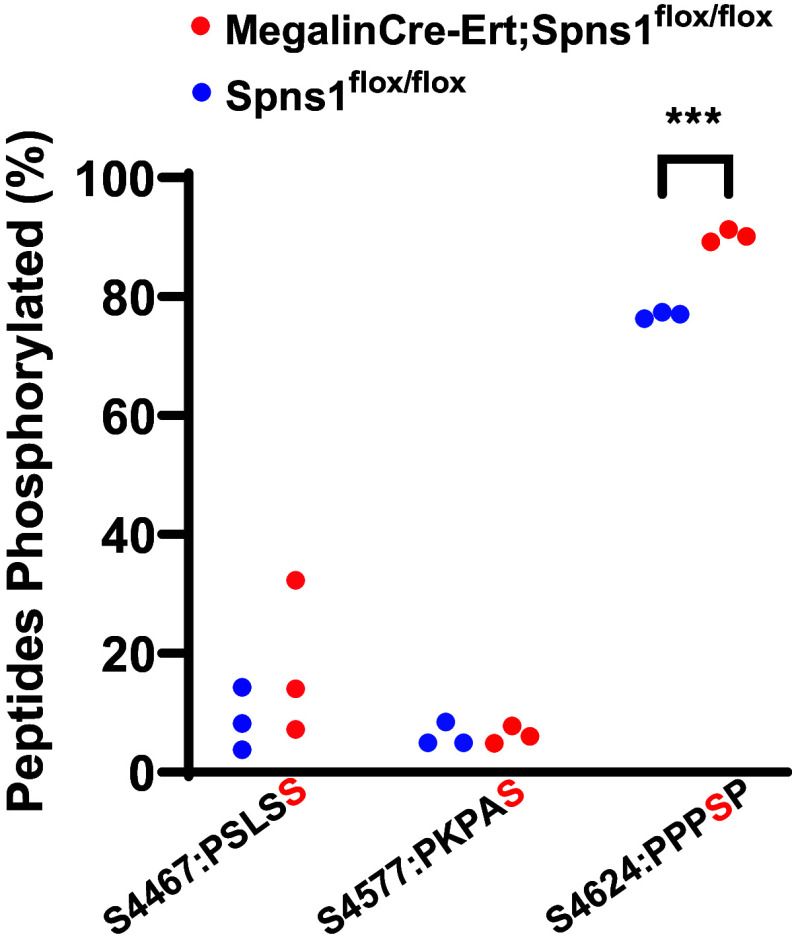
Conditional knockout of *Spns1* regulates phospho-megalin. *Megalin3’Cre-Ert;Spns1^flox/flox^* mice have a significant increase in phosphorylation at the PPPSP motif compared with *Spns1^flox/flox^* (***P = 2.79 × 10^−4^ by an unpaired two-tailed *t* test with Welch's correction; *n* = 3 mice each). Results from experiments in three separate mice yielded statistical significance. Phosphopeptides: S4467: KLPSLS**S**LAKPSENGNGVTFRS; S4577: R.SIDPSEIVPEPKPA**S**PGADETQGTK.W; and S4624: K.EAVAVAPPP**S**PSLPAKA.

**Figure 7.**
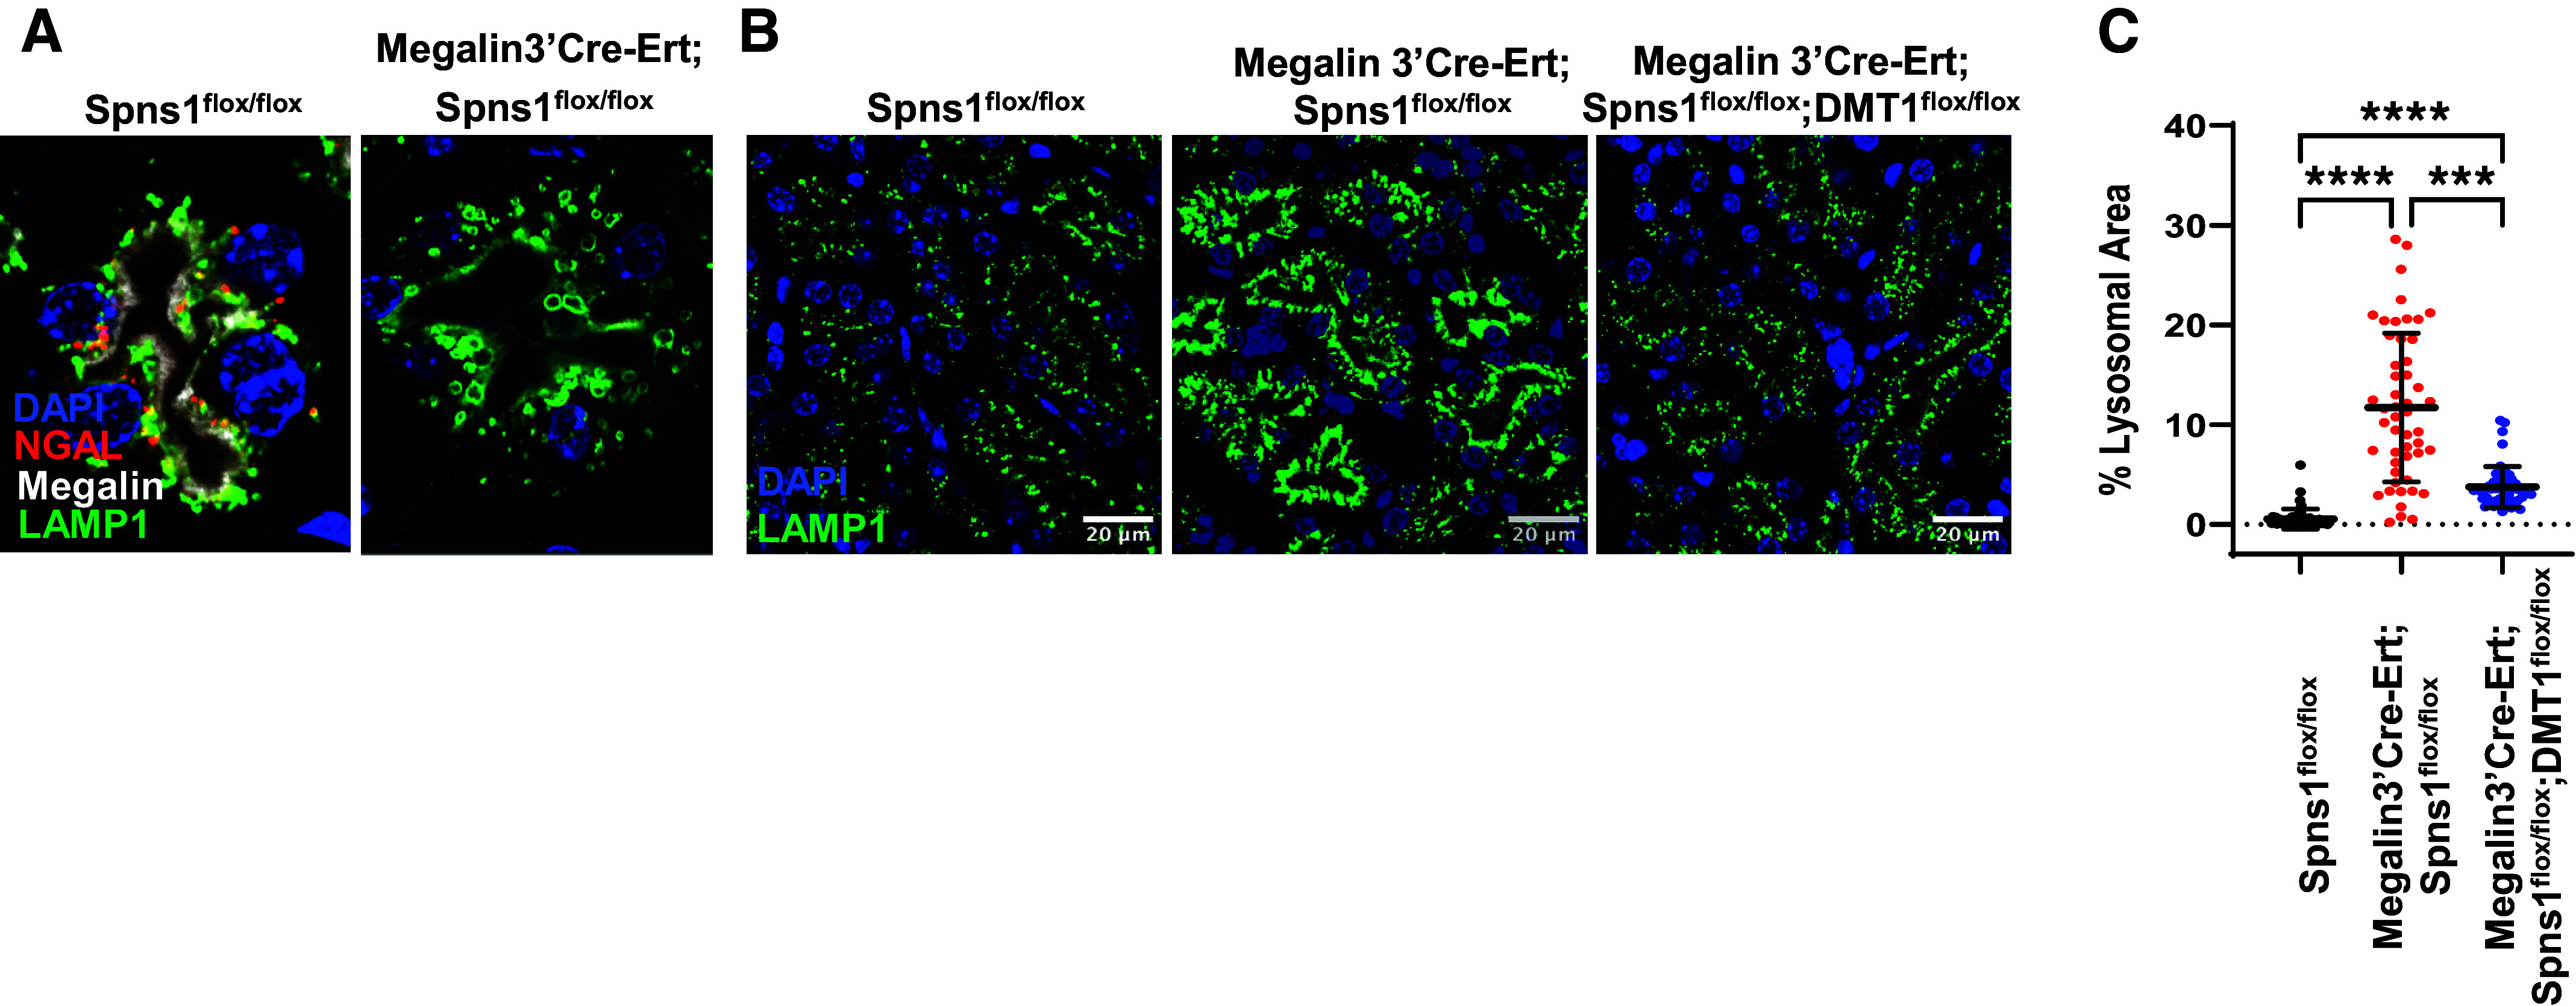
Conditional knockout of *Spns1* leads to endolysosomal swelling. *A*–*C*: LAMP1^+^ lysosomes doubled in size in *Megalin3’Cre-Ert;Spns1^flox/flox^* proximal tubules and occupied 22 times more area than lysosomes in *Spns1^flox/flox^* proximal tubules. The size of the lysosomes reverted to control size in *Megalin3’Cre-Ert;Spns1^flox/^^flox^;DMT1^flox/^^flox^* double knockout proximal tubules. *C* quantification of cytoplasmic area occupied by LAMP1^+^ lysosomes. Kruskal–Wallis with Dunn’s correction for multiple comparisons was used. ****WT vs. Spns1 KO, *P*_adj_ = 1.7 × 10^−23^; ****WT vs. Spns1KO;DMT1 KO, *P*_adj_ = 2.5 × 10^−9^; and ***Spns1KO vs. Spns1KO; DMT1 KO, *P*_adj_ = 2.2 × 10^−4^. Bars = 10 µm in *B*.

### Conditional Knockout of Spns1 Leads to Iron Overload

Given the evidence that *Spns1* expressing oocytes facilitate iron transport, we examined whether *Spns1* KO dysregulates cellular iron. We stained ferritin heavy chain (FTH1) in clones of MEFs derived from *Spns1*-gene trap mice (Fig. 8). These clones provide nonconditional deletion of *Spns1*, and the clones test cell-autonomous responses. *Spns1*^−/−^ MEF knockout clones demonstrated substantial loss of *Spns1* expression (Fig. 8*A*) (for example, expressing 0.584 + 0.112% of WT *Spns1* RNA); they exhibited increased cytoplasmic ferritin (Fig. 8*A*) as well as increased Perls-DAB (Fe^3+^) and Turnbull-DAB (Fe^2+^) staining (Fig. 8*B*), markers of cellular iron. Consistently, Perls-DAB staining (Fig. 8*C*) as well as FTH staining (Fig. 8*D*) was more prominent in the kidney cortex in *Megalin3’Cre-Ert*;*Spns1^flox/flox^* mice than in control mice. Ferritin and NDRG1 protein are expressed reciprocally and NDRG1 was depressed upon *Spns1* deletion (Fig. 8*D*).

**Figure 8.**
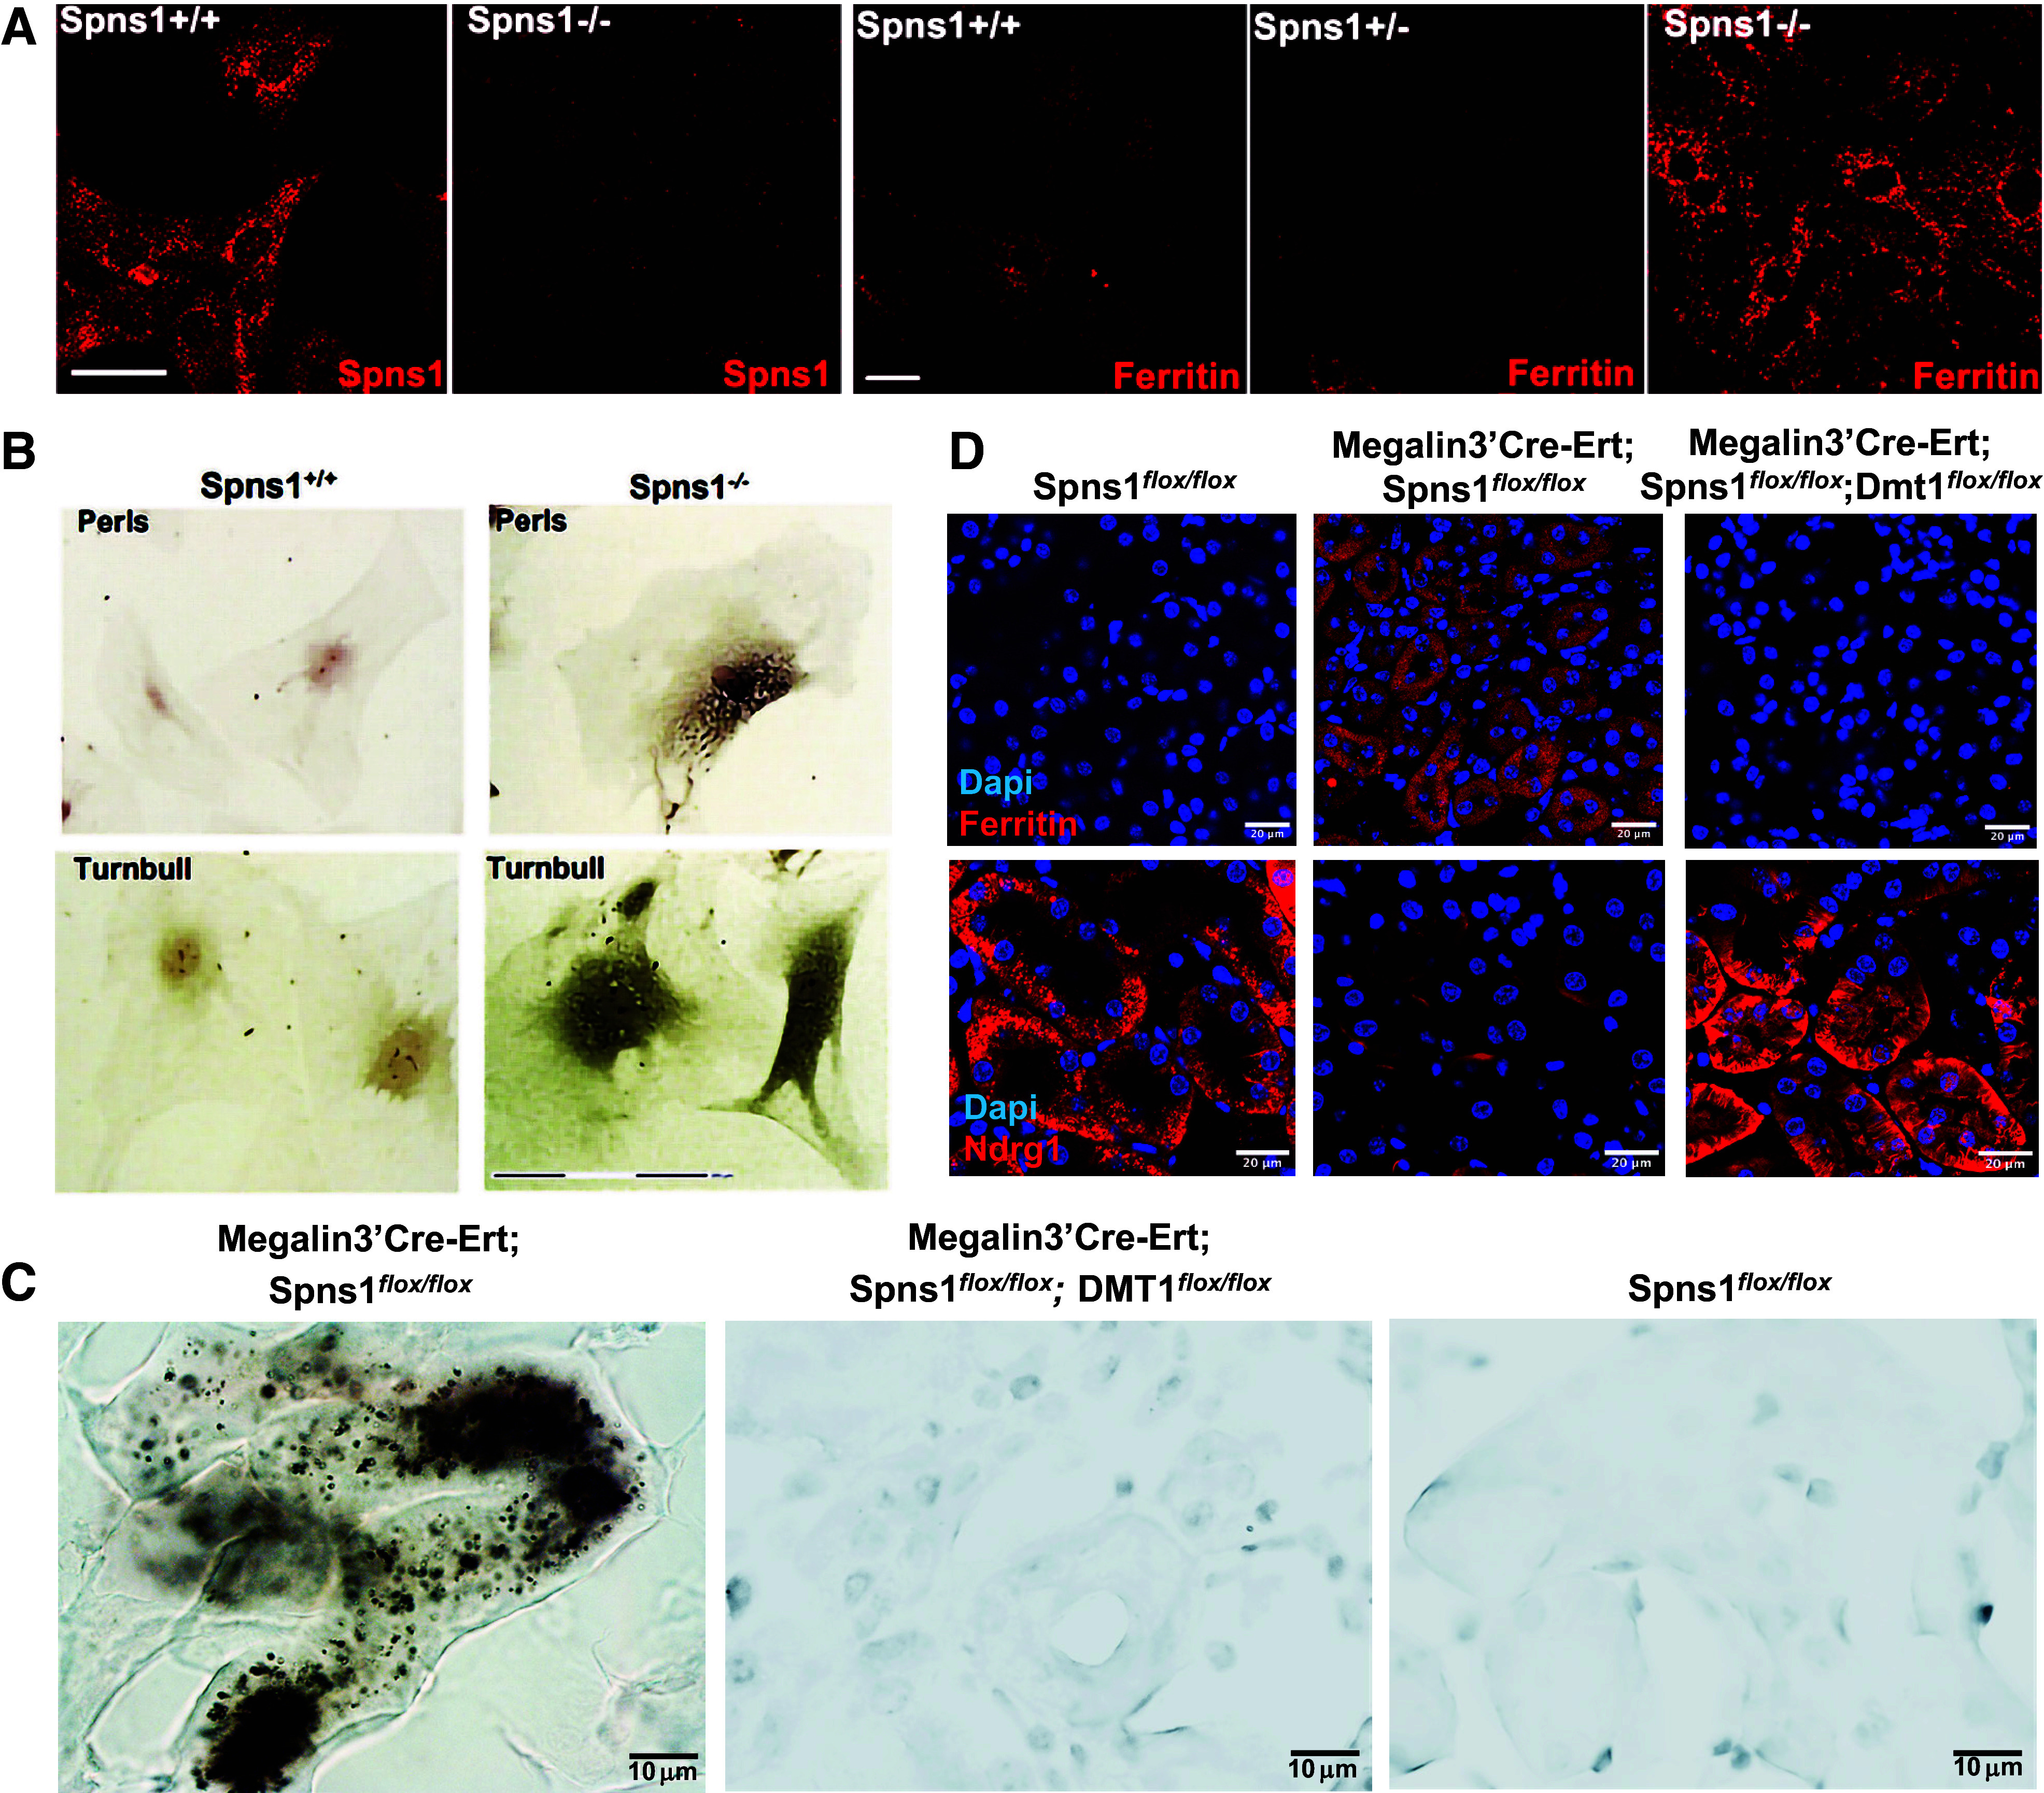
Conditional knockout of *Spns1* leads to iron overload. *A*: deletion of SPNS1 protein and accumulation of ferritin immunoreactivity in *Spns1*^−/−^ deleted MEFs. *B*: *Spns1*^−/−^ MEFs stain with Perls-DAB (*top* row) and Turnbull stains (*bottom* row) depicting Fe^3+^ or Fe^2+^ deposits, respectively. *C*: Perls-DAB staining of kidney sections. Increased staining in *Megalin3’Cre-Ert;Spns1^flox/flox^* kidneys was prevented by the additional deletion of *DMT1*. *D*: increased ferritin and decreased NDRG1 proteins in *Megalin3’Cre-Ert;Spns1^flox/flox^* knockout; there was reversion in *Megalin3’Cre-Ert;Spns1^flox/flox^;DMT1^flox/flox^* double knockouts. Bars = 20 µm in *A*, 150 µm in *B*, 10 µm in *C*, and 20 µm in D.

Increased ferritin protein in tubular cells is consistent with iron inhibition of iron regulatory protein (IRP) binding to 5’-IRE in ferritin message (33). NDRG1 also responds to iron: elevated iron levels suppress eIF3a, which is crucial for the selective translation of *Ndrg1* mRNA (34). NDRG1, in turn, regulates cellular proliferation. These observations led us to hypothesize that *Spns1*-induced iron overload may alter mRNA transcript levels for a variety of iron-responsive genes.

To identify transcriptomic responses to *Spns1* deletion, we developed mice expressing Rosa26-floxed-stop-uracil phosphoribosyltransferase (*Uprt^flox/+^*), which drives tagging of nascent mRNA after inoculation with 4-thiouracil (19). We mated these mice with *Megalin3’Cre-Ert* driver mice so that nascent RNA was tagged specifically in the proximal tubule. We compared RNA from *Megalin3’Cre-Ert;Spns1^flox/^^flox^* with *Megalin3’Cre-Ert;Spns1^flox/+^* with and without iron overload (FeO, induced by three consecutive intraperitoneal injections of iron sucrose) to determine if similar genes were induced in the proximal tubule. 

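Uracil phosphoribosyltransferase turns injected 4-thiouracil into a precursor that cells build into new RNA. The tag was thus meant to mark cells in which the megalin Cre driver had acted. The captured RNA also held markers of other kidney cells, so an origin in tagged cells alone is not shown. The thiol-tagged RNA was biotinylated, captured on streptavidin beads, selected for poly-A tails and sequenced in paired-end reads. The data cover 13 kidney libraries from female mice, of which 4 are labelled Spns1 KO, 5 WT and 4 FeO. The methods give the WT and FeO mice a single floxed Spns1 allele, whereas the sample labels call their genotype Spns1 WT. FeO mice had received 12 mg of elemental iron on each of 3 days and were euthanized 7 days later. The authors deposited an estimated count for each of 35013 gene symbols in each library, without normalization. The deposited table is named for kallisto, which assigns reads to transcripts, whereas the methods describe counting with HTSeq after alignment to mm10 with STAR and name Kallisto only for base call conversion and adaptor trimming. Total counts per library ranged from 31809135 to 71296474 in Spns1 KO (median 41287008), from 23068023 to 37362311 in WT (median 29730591) and from 25986133 to 29981814 in FeO (median 28774855.5). The median over all libraries was 29981814. The counts were whole numbers as deposited and were scaled to library size with edgeR's TMM factors. The 16468 genes kept by edgeR's filterByExpr were tested with its quasi-likelihood test in a single fit of all 13 libraries. As in the paper, a gene was called up- or downregulated when its adjusted p (Benjamini-Hochberg) was under 0.05 and its log2 fold change was beyond 0.5 in either direction. The paper used DESeq2 at this step. Groups are named by their labels throughout, and the gene lists, the rule for naming genes and the alternatives were set before the data were examined unless stated otherwise.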

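The targeted gene, Spns1, lies on chromosome 7 from 126370060 to 126377450 of GRCm38 (mm10), and between 989 and 2619 counts per library were assigned to it. Its level was 39.0, 44.5, 36.6 and 59.0 CPM (counts scaled to the library total) in the libraries labelled Spns1 KO 1 to 4. It was 57.2, 61.4, 57.6, 39.2 and 62.9 CPM in WT 1 to 5 and 58.7, 56.7, 39.0 and 45.9 CPM in FeO 1 to 4. The log2 fold change of the libraries labelled Spns1 KO against WT was -0.31 (standard error 0.18, adjusted p = 0.225 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An exact two-sided permutation test of 4 against 5 libraries gave p = 0.135, or 0.214 after adjustment over the 9 single-gene tests of this kind, where 0.00794 is the smallest p the design allows. The libraries labelled Spns1 KO 2 and 4 lay inside the WT range, and 3 of the 5 WT libraries lay inside the range of the libraries labelled Spns1 KO, so the target gene's counts did not separate the groups. In FeO the shift was not past the limits either, with a log2 fold change of -0.15 (standard error 0.18, adjusted p = 0.51 from the same edgeR test). The floxed allele loses exon 3, whereas a deposited count covers every exon of the gene. Leaving out each library in turn moved the log2 fold change of the libraries labelled Spns1 KO between -0.47 and -0.23. Removing a smooth trend on transcript length and GC content from each library moved it most, to -0.52, where it passed the limits (adjusted p = 0.0299 from edgeR, against 0.0299 to 0.48 over all alternatives).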

PCA analysis demonstrated gross segregation of these data (Supplemental Fig. S1), but examination of each regulated gene (Supplemental Tables S2 and S3 and Supplemental Figs. S1–S4) demonstrated 42.9% of 3985 FeO significantly upregulated genes and 66.2% of 2582 *Spns1* significantly upregulated genes were common in the two models. 

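Over the 500 most variable genes, 44.0% of the variance in log2 CPM (prior count 2) lay between the 3 groups. Only 2 of the 90090 possible splits of the libraries into groups of these sizes gave a share as large (exact permutation test, one-sided, p = 2.22e-05, the smallest the design allows). The first principal component, with 33.5% of the variance, placed every FeO library beyond every WT library (exact two-sided permutation test, p = 0.00794; adjusted p = 0.0238 over 6 tests). It also set FeO apart from Spns1 KO (exact p = 0.0286; adjusted p = 0.0571), but not Spns1 KO from WT (exact p = 0.214; adjusted p = 0.214). The second component, with 19.4%, placed every library labelled Spns1 KO beyond every WT library (exact p equal to that of FeO on the first).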

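Relative to WT, 2307 genes were upregulated in Spns1 KO and 3691 in FeO, and 1544 in both. The shared genes were 41.8% of those upregulated in FeO and 66.9% of those upregulated in Spns1 KO. If the calls in the 2 models were independent, 517 shared genes would be expected, but the shared WT libraries make the calls dependent. Opposite calls were rare, with 21 genes up in Spns1 KO and down in FeO and 19 the other way round. Testing against a log2 fold change of 0.5 with edgeR's glmTreat moved the shared count to 460, and separate WT libraries for each model gave between 287 and 1118. Without the library labelled Spns1 KO 3 the Spns1 KO count was 1531, and without the library labelled Spns1 KO 4 it was 3003. Among shared genes with a mean of at least 100 counts and no overlap with WT, those with the largest mean change were Gm10925, Cyp4a12a, Igha, Hdc and Defb29. Hdc, histidine decarboxylase (chromosome 2 from 126593667 to 126619299), averaged 1.81 ± 0.22 CPM in WT (SD, n = 5), 9.25 ± 3.00 in Spns1 KO (SD, n = 4) and 10.6 ± 4.13 in FeO (SD, n = 4). Its log2 fold change was 2.36 in Spns1 KO and 2.55 in FeO (standard errors 0.30 and 0.30, adjusted p = 0.000387 and 0.000313 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Igha, the constant region of immunoglobulin A (chromosome 12 from 113254830 to 113260236), rose by 2.91 and 3.33 on the log2 scale, and Defb29, a beta-defensin (chromosome 2 from 152538714 to 152540098), by 2.54 and 1.90. Counts of Cyp4a12a and Gm10925 are uncertain, because 62.2% and 100% of their 31-base sequences also occur in other genes, Cyp4a12b and mt-Atp6 foremost.

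**Figure D1:**
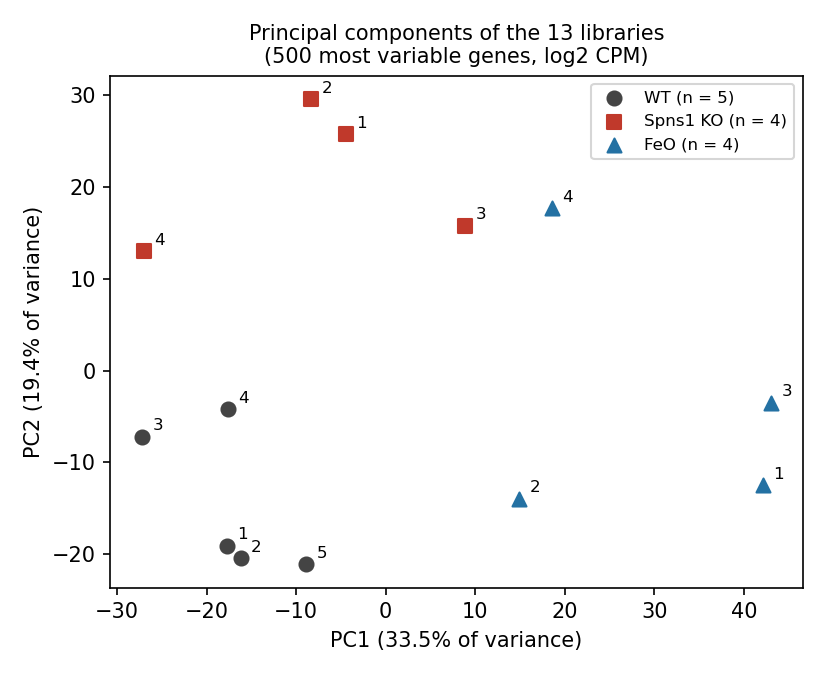
Principal components of the 13 libraries over the 500 most variable genes, in log2 CPM, with the first component on the horizontal axis and the second on the vertical axis. Each point is a library, numbered by replicate; FeO libraries lie to the right of all WT libraries, and the libraries labelled Spns1 KO lie above all WT libraries.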

Downregulated genes displayed a similar overlapping expression pattern. 

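Downregulated genes numbered 1243 in Spns1 KO and 3252 in FeO, and 758 were shared, where independent calls would share 245. The calls are not independent, however, because the WT libraries are the same. Separate WT libraries for each model, with fewer of them in each comparison but all libraries in the same fit, gave between 39 and 555 shared genes (median 188). The shared genes made up 23.3% of the FeO genes and 61.0% of the Spns1 KO genes. Single libraries weighed heavily on these counts. Without the library labelled Spns1 KO 3, 504 genes were downregulated in Spns1 KO and 249 were shared, and without the library labelled Spns1 KO 4, 2677 and 1842. Without WT 3, Spns1 KO had 560 downregulated genes. Across genes, which are not independent replicates, the log2 fold changes of the 2 models correlated with r = 0.597 (Spearman's rho = 0.663), and 76.6% of genes changed in the same direction. Both models were compared with the same WT libraries, which alone makes such values positive. In 20 simulations of unchanged groups against those WT libraries, r lay between 0.428 and 0.521, and 64.2 to 65.6% of genes shared a direction. These ranges are too narrow for a firm comparison. When group labels were redrawn over the real libraries in 100 sets, other sets also gave as large an r, which reached 0.807. The correlation alone therefore carries little weight. With separate WT libraries for each model, over all 20 assignments of 2 and 3, r lay between 0.387 and 0.606. Of the 2302 genes shared in either direction, 113 also differed between Spns1 KO and FeO. Kcnma1, Pdk4, Plin4, Usp53 and 9130230L23Rik had the largest mean decreases by the same rule. Plin4, perilipin 4 (chromosome 17 from 56100591 to 56109803), fell from 340.2 ± 106 CPM in WT (SD, n = 5) to 120.2 ± 70.3 in Spns1 KO (SD, n = 4) and 84.6 ± 36.1 in FeO (SD, n = 4). Its log2 fold changes were -1.50 and -2.01 (standard errors 0.37 and 0.38, adjusted p = 0.0103 and 0.00105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 4 had log2 fold changes from -2.40 to -1.16 in Spns1 KO and from -1.99 to -1.19 in FeO. Direction went with transcript length: the median transcript of the shared downregulated genes had 5707 bases, that of the shared upregulated genes 1428.5 and that of all tested genes 3056. After a smooth trend on length and GC content was removed from each library, 949 genes were upregulated and 259 downregulated in both models.

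**Figure D2:**
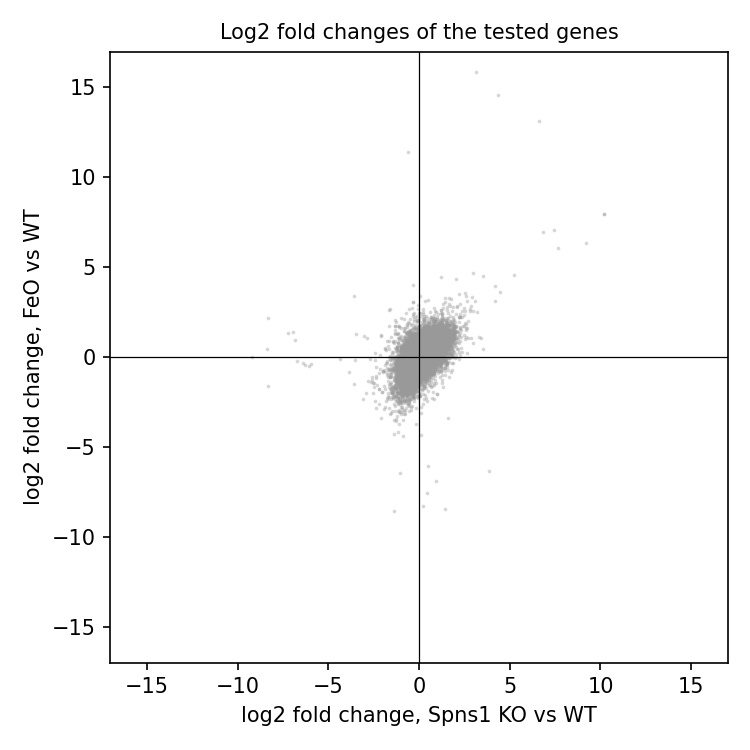
Log2 fold changes against WT of the 16468 tested genes, with Spns1 KO on the horizontal axis and FeO on the vertical axis. Each point is a gene; the cloud rises from lower left to upper right.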

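The list of iron genes covers iron uptake, storage, export and iron-sulfur cluster assembly. It also holds Eif3a, which the paper ties to the translation of Ndrg1 and which was downregulated in FeO (-0.70, adjusted p = 0.00494 from edgeR). Of the 28 tested genes on this list, 7 were up- and 2 downregulated in Spns1 KO, and 9 and 3 in FeO. Adjusted over the list alone, the counts were 7 and 3 in Spns1 KO and 8 and 3 in FeO. The ferritin heavy chain gene Fth1 (chromosome 19 from 9980598 to 9985098) averaged 650.5 ± 136 CPM in WT (SD, n = 5), 1635 ± 554 in Spns1 KO (SD, n = 4) and 1975 ± 505 in FeO (SD, n = 4). Its log2 fold change was 1.33 in Spns1 KO and 1.60 in FeO (standard errors 0.26 and 0.26, adjusted p = 0.00263 and 0.000551 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All libraries of both models lay above all WT libraries, but narrowly: the library labelled Spns1 KO 4 had 892 CPM and WT 5 858, an order that is reversed when counts are divided by library totals without TMM factors. The light chain gene Ftl1 (chromosome 7 from 45457944 to 45459884) rose by 1.53 and 1.37, although 64.1% of its 31-base sequences also occur in other genes, its pseudogenes foremost. Both ferritin transcripts are short, with 1494 bases for Fth1 and 968 for Ftl1. The tenth of genes with the shortest transcripts, up to 1187 bases, had medians of 0.57 in Spns1 KO and 0.77 in FeO. Values with the length and GC trend removed are not given for the genes of this paragraph. The transferrin receptor gene Tfrc (chromosome 16 from 32608920 to 32632794) was at -0.71 in Spns1 KO and -0.60 in FeO, neither past the limits (standard errors 0.26 and 0.26, adjusted p = 0.0574 and 0.0672 from edgeR). Some other fits did call it, among them DESeq2 in Spns1 KO (-0.72), and limma-voom (-0.78 and -0.67) and a fit to only the 2 groups compared (-0.69 and -0.60) in both models. Slc40a1, which encodes ferroportin (chromosome 1 from 45908068 to 45926523), was called in FeO alone, at 0.71 against 0.61 in Spns1 KO (standard errors 0.28 and 0.28, adjusted p = 0.048 and 0.118 from edgeR), and its FeO call was lost in 8 of the 13 fits that each left out 1 library. Slc11a2, which encodes DMT1 (chromosome 15 from 100387898 to 100425072), was upregulated in Spns1 KO (0.79) and not in FeO (-0.25), and it differed between the models by 1.04 (standard errors 0.16, 0.16 and 0.17, adjusted p = 0.00343, 0.212 and 0.00324 from edgeR).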

The data implicate iron overload as one component of the *Spns1* phenotype.

### Alleviation of Iron Overload Rescues Endocytosis in Spns1 Conditional Knockout Mice

To test whether iron overload might contribute to impaired endocytosis in *Spns1* KO mice, we used dietary and genetic methods to deplete iron from the kidney. First, we fed *Megalin3’Cre-Ert;Spns1^flox/flox^* mice either regular chow or iron-deficient chow for 6 wk coupled with three bleeds from the ophthalmic vein on consecutive weeks. This protocol reduced hematocrit to 33.2 ± 2.6% and, by inducing iron deficiency, rescued the capture of fluorescent dextran (Fig. 9*A*). To further investigate the association of iron load and endocytosis, we developed a double knockout, *Megalin3’Cre-Ert;Spns1^flox/^^flox^;DMT1^flox/^^flox^* mouse line that fully deleted *Spns1* and *DMT1* in the proximal tubule (*P*_adj_ = 0.013; Supplemental Fig. S5). Since DMT1 transports Fe^2+^ into the cell cytoplasm, we reasoned that knockdown of DMT1 would mitigate the Spns1 deletion. Indeed, knockout of DMT1 fully rescued the endocytic defect (Fig. 9*B*), the enlargement of lysosomes (Fig. 7, *A*, *B*, and *C*), and normalized ferritin and NDRG1 levels (Fig. 8*D*). Conversely, iron overload of wild-type mice inhibited both dextran and NGAL protein uptake in the kidney (Fig. 9*C*).

**Figure 9.**
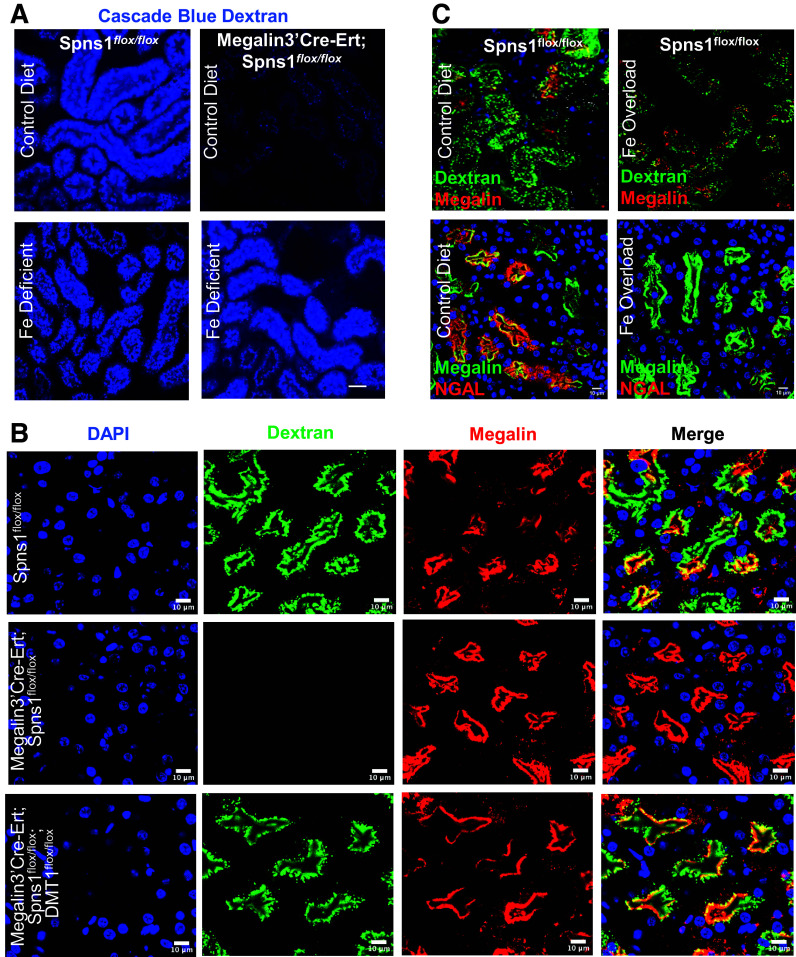
Iron-deficient chow or *DMT1* deletion rescues endocytosis. *A*: iron-deficient chow (*bottom* row) rescued the endocytosis of blue-dextran. *B:* likewise, double knockout *Megalin3’Cre-Ert;Spns1^flox/flox^;DMT1^flox/flox^* mice rescued endocytosis of FITC-dextran. *C*: conversely, iron overload of the kidney suppressed dextran and protein NGAL capture in wild-type kidneys. Bars = 25 µm in *A* and 10 µm in *B* and *C*.

## DISCUSSION

Our data suggest that Spns1 regulates cellular iron. Its deletion produces an endocytic defect in the proximal tubule that is sensitive to dietary iron and DMT1 iron capture, implying an association between cellular iron and endocytosis. Iron is known to regulate a large number of genes at the transcriptional (35, 36), posttranscriptional [iron responsive elements (IRE) (37–39) and IRP (33, 40–43)], and enzymatic level (44). Analysis of RNA captured from the proximal tubule identified many cellular pathways that are affected by both *Spns1* deletion and iron overload (Supplemental Table S3), providing potential mechanisms for their association. Hence, the capture of the iron may activate feedback loops that, in turn, regulate apical endocytosis. 

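Gene families were tested in place of the gene set databases, with camera at a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 22 tests of 11 lists in both models. The median log2 fold change of 82 cytosolic ribosomal protein genes was 1.35 in Spns1 KO and 1.12 in FeO (camera, adjusted p = 2.82e-33 and 9.09e-19), and 82 and 80 of them were higher than in WT. That of 81 nuclear genes of oxidative phosphorylation was 1.20 in Spns1 KO and 1.04 in FeO (camera, adjusted p = 5.36e-34 and 5.92e-17), with 75 and 69 genes upregulated. For 47 lysosomal genes it was 0.46 in Spns1 KO and 0.52 in FeO (camera, adjusted p = 2.03e-06 and 9.24e-05), with 37 and 36 genes above WT. The 36 genes of the endocytic machinery had medians of 0.27 in Spns1 KO and 0.28 in FeO (camera, adjusted p = 0.012 and 0.0831). The iron list gave 0.38 in Spns1 KO and 0.37 in FeO (camera, adjusted p = 0.0272 and 0.243), and 18 kidney injury genes gave 0.075 in Spns1 KO and 0.24 in FeO (camera, adjusted p = 0.832 and 0.732). In all, 15 of the 22 tests were past an adjusted p of 0.05. Under fry, 11 of them were, and with the correlation estimated from the data none was, against 2 at an unadjusted p under 0.05. The ribosomal and oxidative phosphorylation genes have short transcripts, with median lengths of 910 and 861 bases. With the length and GC trend removed, their medians were 0.93 and 0.89 in Spns1 KO and 0.64 and 0.56 in FeO, still past the limit.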

In analogy, branched-chain amino acids and proteins captured by megalin regulate mTORC1 and, in turn, apical endocytosis (45).

*Spns1* deletion resulted in loss of endocytosis, implying that other Spns family members or other transporters cannot completely compensate for the deletion of *Spns1*. Nonetheless, although differences in Spns expression patterns in human and mouse kidneys have been documented, the Microdissected Mouse Kidney Tubule Database (46), Tabula Muris (47), and Susztak’s (48) and Humphrey’s (49) mouse databases demonstrate proximal tubule expression of the Spns family, raising the question of their interactions. Moreover, treatment of hepatoma cell lines with high doses of the iron chelator DFO (100 µM) upregulated *Spns2*, implying that iron deficiency might rescue the *Spns1* phenotype by inducing *Spns2* (50). To examine the issue of compensation directly, we performed RT-PCR on *Spns1^flox/^^flox^*, *Megalin3’Cre-Ert;Spns1^flox/^^flox^*, and *Megalin3’Cre-Ert;Spns1^flox/flox^*;*DMT1^flox/flox^* kidneys but failed to find gross changes in *Spns2* message that could explain the protective effect of DMT1 deletion. Likewise, iron restriction of *Spns1* knockouts did not induce *Spns2* expression while still reversing the endocytic block (Supplemental Fig. S6). 

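The nascent message of Spns2, a paralog of Spns1 on chromosome 11 from 72451638 to 72489904, averaged 51.2 ± 6.31 CPM in WT (SD, n = 5), 74.3 ± 17.1 in the libraries labelled Spns1 KO (SD, n = 4) and 76.3 ± 4.98 in FeO (SD, n = 4). Its log2 fold change was 0.54 in Spns1 KO and 0.58 in FeO (standard errors 0.16 and 0.16, adjusted p = 0.0251 and 0.00941 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Exact two-sided permutation tests of 4 against 5 libraries gave p = 0.0397 and 0.0159 (0.0893 and 0.0714 after adjustment over the 9 single-gene tests). The Spns1 KO call was lost in 6 of the 13 fits that each left out 1 library, over which the log2 fold change ran from 0.44 without the library labelled Spns1 KO 3 to 0.68 without the library labelled Spns1 KO 4. It was also lost when the length and GC trend was removed (0.47). The FeO call held in every such fit and in this correction. A further family member, Spns3 (chromosome 11 from 72494919 to 72550506), had only 57.7 counts per library on average and log2 fold changes of 1.60 and 0.93 (standard errors 0.41 and 0.41, adjusted p = 0.0119 and 0.0792 from edgeR).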

In fact, to the contrary, both iron-overloaded proximal tubules and iron-rich *Spns1* deleted proximal tubules demonstrated slight increases in nascent *Spns2* message (Supplemental Table S2). We suggest that additional compound genetic knockouts will be needed to probe hierarchical relationships between Spns and other iron transporters in vivo.

The phenotype of *Spns1* deletion might be attributable to intrinsic changes in megalin. Megalin is the apical receptor that drives both protein capture as well as pinocytosis of dextrans. Receptor-mediated endocytosis results from 72 ligand binding repeats in the megalin dimer (23), while dextran pinocytosis is ascribed to megalin’s so-called “motor” function (51). Although gross changes in megalin expression or localization were not found, we identified a posttranslational modification, perhaps explaining a component of *Spns1*-mediated endocytic failure. Searching for phosphopeptides in purified apical membranes, we discovered increased serine phosphorylation at a PPPSP motif in megalin’s cytoplasmic tail in conditional *Spns1* KO relative to control (Fig. 6). This motif is a known regulator that shifts megalin from plasma to endocytic membranes (52). In short, nutrition affects posttranslational regulation of megalin, perhaps contributing to an endocytic defect.

Megalin phosphorylation may simply reflect a broader change in membrane dynamics. Counts from all expressed genes were used to identify enriched/deenriched gene sets using GSEA (Supplemental Table S3 and Supplemental Fig. S4*A*). As an example, both *Spns1* KO and iron-overloaded mice enriched the mTORC1 gene set and its component genes, including *Lamtor1*, −*2*, −*4*, and −*5*, Ragulator complex associated Rag GTPases A, C, and *Rheb*-GTP, a direct activator of the mTOR pathway (Supplemental Fig. S4*A*) (53). In addition, the inhibitors, *Tsc1*, the Rheb GAP, and *Prkaa1*, the α-AMPK subunit, were downregulated, perhaps prolonging mTORC1 activity (53, 54). 

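The 7 named activators had a median log2 fold change of 0.72 in Spns1 KO and 1.07 in FeO, all 7 were above WT in both, and 4 and 7 were upregulated. The authors chose these genes on the same libraries, so the camera adjusted p of 0.00106 in both models (over 8 tests of 4 lists, all genes tested as background) is not independent evidence. A list of 49 mTORC1 pathway genes, compiled without reference to these data, had medians of -0.075 and -0.092 (camera, adjusted p = 0.675 in both). Removing the length and GC trend turned these medians to 0.038 and 0.093, and leaving out WT 4 turned the Spns1 KO median to 0.082. Of that list, 6 genes were up- and 4 downregulated in Spns1 KO and 14 and 15 in FeO; adjusted over the list alone, the counts were 6 and 4, and 14 and 15. None of the 8 tests passed with the correlation estimated from the data, and fry called all but the mTORC1 pathway list.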

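Lamtor4 (chromosome 5 from 138255482 to 138259398, a transcript of 877 bases) averaged 5.80 ± 1.35 CPM in WT (SD, n = 5), 20.4 ± 4.30 in the libraries labelled Spns1 KO (SD, n = 4) and 16.6 ± 3.60 in FeO (SD, n = 4). Its log2 fold change was 1.81 in Spns1 KO and 1.52 in FeO (standard errors 0.21 and 0.21, adjusted p = 0.000285 and 0.000393 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Lamtor5 (chromosome 3 from 107278858 to 107284082, 881 bases) it was 1.12 in Spns1 KO and 1.42 in FeO (standard errors 0.21 and 0.21, adjusted p = 0.00179 and 0.00042 from edgeR); 18.6% of its 31-base sequences recur in other genes. The calls of Lamtor4 and Lamtor5 held in both models with the length and GC trend removed. Lamtor2 (chromosome 3 from 88549819 to 88553074, 668 bases) changed by 2.07 in Spns1 KO and 1.07 in FeO (standard errors 0.26 and 0.25, adjusted p = 0.000373 and 0.00392 from edgeR), and with the trend removed it was at 0.49 in FeO, no longer called. Lamtor1 (chromosome 7 from 101905904 to 101926675, 1119 bases) changed by 0.72 in Spns1 KO and 1.38 in FeO (standard errors 0.22 and 0.22, adjusted p = 0.0265 and 0.000495 from edgeR). Its Spns1 KO call was lost with the trend removed (0.21) and in 6 of the 13 fits that each left out 1 library, and 30.2% of its 31-base sequences recur in other genes, among them the overlapping Lrrc51. The Rag GTPase genes and Rheb were called in FeO but not in Spns1 KO. Rraga (chromosome 4 from 86575668 to 86577285, 1618 bases) changed by 0.43 in Spns1 KO and 0.61 in FeO (standard errors 0.18 and 0.18, adjusted p = 0.0882 and 0.0121 from edgeR). Rragc (chromosome 4 from 123917446 to 123936997, 2593 bases) changed by 0.18 in Spns1 KO and 0.51 in FeO (standard errors 0.18 and 0.18, adjusted p = 0.476 and 0.0293 from edgeR), and it overlaps the genes 4930535I16Rik and Gm12902. Rheb (chromosome 5 from 24802823 to 24842624, 1784 bases) changed by 0.21 in Spns1 KO and 0.83 in FeO (standard errors 0.18 and 0.18, adjusted p = 0.419 and 0.00264 from edgeR), and its change differed between the models by -0.61 (standard error 0.20, adjusted p = 0.0452 from edgeR). The difference between the models was not past the limits for Rraga (-0.18) or Rragc (-0.33). With the trend removed, Rraga and Rragc lost their FeO calls (0.23 and 0.42), and Rragc also fell under the fold change limit with upper-quartile factors (0.48). Leaving out FeO 3 lowered Rraga to 0.40 and ended its call, and the Rragc call was lost in 4 of the 13 fits that each left out 1 library.

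**Figure D3:**
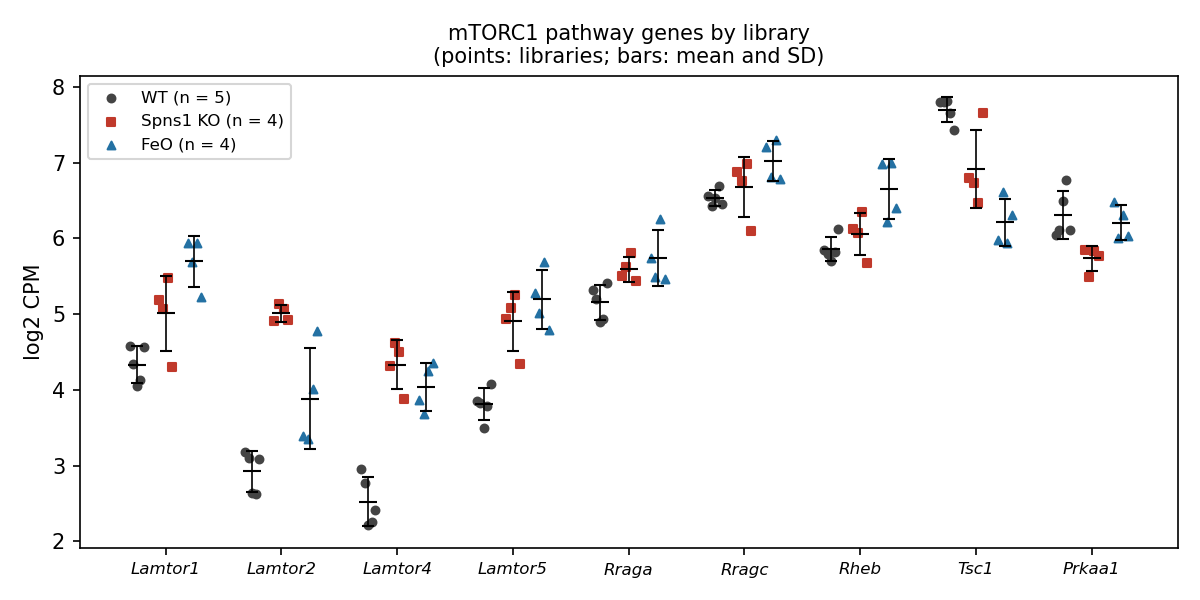
Log2 CPM (vertical axis) of the named mTORC1 genes and their inhibitors in each library, with WT, Spns1 KO and FeO side by side. Points are libraries and bars are the mean and SD; for Lamtor2, Lamtor4, Lamtor5 and Rraga all libraries of both models lie above all WT libraries, whereas the Spns1 KO and WT libraries overlap for Lamtor1, Rragc, Rheb and Tsc1, and the FeO and WT libraries for Prkaa1.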

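Tsc1 (chromosome 2 from 28641228 to 28691167, a transcript of 7702 bases) averaged 209 ± 22.4 CPM in WT (SD, n = 5), 127 ± 51.0 in Spns1 KO (SD, n = 4) and 75.5 ± 17.0 in FeO (SD, n = 4). Its log2 fold changes were -0.72 and -1.47 (standard errors 0.23 and 0.23, adjusted p = 0.0323 and 0.000495 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the decrease was larger in FeO by 0.75 (standard error 0.24, adjusted p = 0.043 from edgeR). The Spns1 KO call was lost with the length and GC trend removed (-0.44), with all genes of a total count above 0 in the fit (-0.66) and in 7 of the 13 fits that each left out 1 library, while the FeO call held in all of these. Prkaa1 (chromosome 15 from 5143861 to 5181899, 4655 bases) averaged 80.7 ± 18.8 CPM in WT, 53.5 ± 5.74 in Spns1 KO and 74.7 ± 12.1 in FeO (SD, n as for Tsc1). It was downregulated in Spns1 KO, at -0.59, and not past the limits in FeO, at -0.11 (standard errors 0.17 and 0.17, adjusted p = 0.024 and 0.611 from edgeR). The difference between the models, -0.48, was not past the limits (standard error 0.18, adjusted p = 0.0833 from edgeR). Leaving out 1 library ended the Spns1 KO call of Prkaa1 in 5 of 13 fits, as did the trend correction (-0.29), under which its FeO value turned to 0.28; without WT 4 the FeO value was 0.038.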

Although these data might suggest enhancement of endocytosis (45), direct stimulation of S6K by purified mTORC1 as well as kidney immunoblots for p-S6K suggest dose-responsive inhibition of mTORC1 by iron (data not shown). Hence, in our model, mTORC1 is a candidate iron response pathway, but our data are currently indeterminant.

A second GSEA geneset of potential interest, highlighted by *Spns1* KO and iron overload or both, is a series of kinases and phosphatases that create the diversity of phoshoinositides (Supplemental Table S3 and Supplemental Fig. S4*B*). For example, plasma membrane PI(4,5)P_2_ recruits and assembles endocytic proteins (AP2 and clathrin) at the plasma membrane (55), but two upstream enzymes (PI4K2b and PIP5K1a) were downregulated in our models. Furthermore, the budding and release of endosomes requires dephosphorylation of PI(4,5)P_2_ (56), but its phosphatase, SYNJ1, is also downregulated, implying that endocytic failure is due to failure of phosphoinositide metabolism at the plasma membrane. 

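The 58 tested genes of phosphoinositide kinases and phosphatases had a median log2 fold change of -0.25 in Spns1 KO and -0.26 in FeO (camera, adjusted p = 0.00106 and 0.00200 over the same 8 tests). In Spns1 KO 46 of them lay below WT and in FeO 41. Called genes were 0 up and 9 down in Spns1 KO and 2 up and 18 down in FeO, or 8 and 17 down when adjusted over the list alone. With the length and GC trend removed, the medians were -0.072 and -0.069 and no longer past an adjusted p of 0.05. These genes have long transcripts, with a median of 4388.5 bases. The 6 enzymes the paper names, which were picked on these libraries, had medians of -0.58 and -0.89 (camera, adjusted p = 0.0011 in both). The list of 58 genes includes some of them: its lowest values, -0.90 in Spns1 KO and -1.38 in FeO, are those of Pip5k1a and Pikfyve. Its test is therefore not fully independent of the paper's choice.

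**Figure D4:**
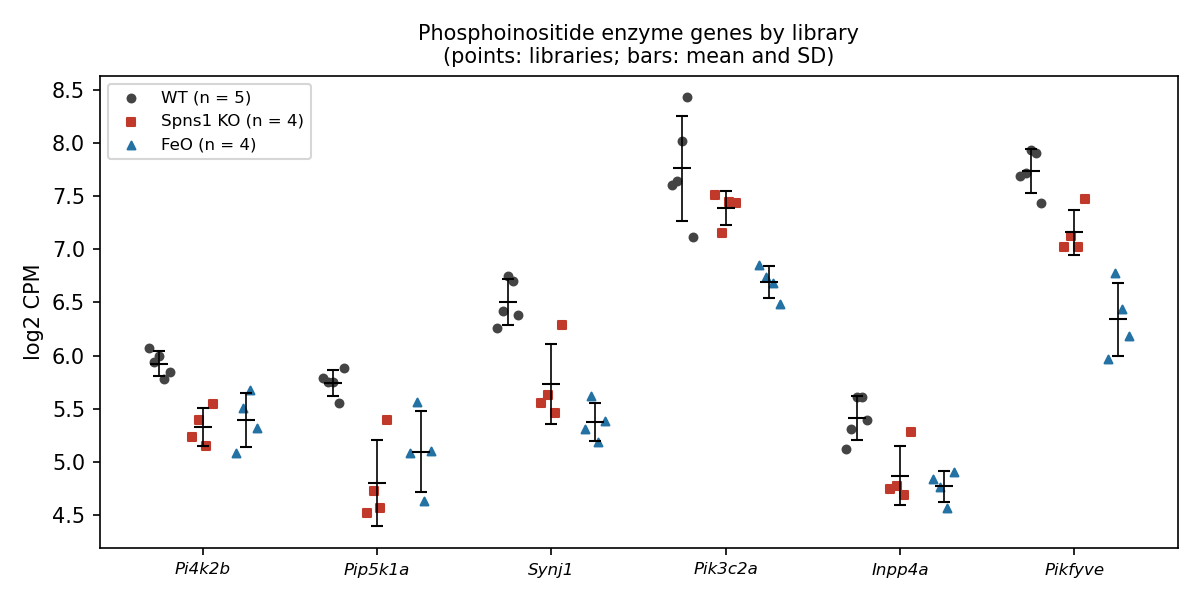
Log2 CPM (vertical axis) of the 6 phosphoinositide enzyme genes the paper names in each library, with WT, Spns1 KO and FeO side by side. Points are libraries and bars are the mean and SD; the means of both models lie below the WT mean for all 6 genes, and libraries overlap between Spns1 KO and WT for Synj1, Pik3c2a, Inpp4a and Pikfyve and between FeO and WT for Pip5k1a.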

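Pip5k1a (chromosome 3 from 95058530 to 95106930, a transcript of 3663 bases) averaged 53.8 ± 4.43 CPM in WT (SD, n = 5), 28.7 ± 9.03 in the libraries labelled Spns1 KO (SD, n = 4) and 35.0 ± 9.24 in FeO (SD, n = 4). Its log2 fold changes were -0.90 in Spns1 KO and -0.62 in FeO (standard errors 0.20 and 0.20, adjusted p = 0.00627 and 0.0222 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both calls held with the length and GC trend removed, at -0.78 and -0.56, but the FeO call was lost in 4 of the 13 fits that each left out 1 library. Pi4k2b (chromosome 5 from 52741574 to 52769340, 3139 bases) averaged 60.8 ± 4.89 CPM in WT, 40.4 ± 5.02 in Spns1 KO and 42.5 ± 7.41 in FeO (SD, n as for Pip5k1a), and all libraries of both models lay below all WT libraries. Its log2 fold changes of -0.59 and -0.52 were close to the fold change limit (standard errors 0.14 and 0.14, adjusted p = 0.00933 and 0.00944 from edgeR). They fell inside it with the trend removed, at -0.49 and -0.50, and the FeO call was lost in 4 of the fits that left out 1 library.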

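Synj1 (chromosome 16 from 90936092 to 91011308, a transcript of 7090 bases) averaged 91.4 ± 13.6 CPM in WT (SD, n = 5), 54.5 ± 15.7 in the libraries labelled Spns1 KO (SD, n = 4) and 41.7 ± 5.38 in FeO (SD, n = 4). Its log2 fold change was -0.75 in Spns1 KO and -1.13 in FeO (standard errors 0.18 and 0.18, adjusted p = 0.00926 and 0.000552 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both calls held in every fit that left out 1 library. With the length and GC trend removed the FeO call held, and the Spns1 KO value of -0.40 was no longer called.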

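Pik3c2a (chromosome 7 from 116337265 to 116443449, a transcript of 8044 bases) averaged 227 ± 78.1 CPM in WT (SD, n = 5), 168 ± 17.6 in the libraries labelled Spns1 KO (SD, n = 4) and 104 ± 10.7 in FeO (SD, n = 4). It was downregulated in FeO, at -1.13, and not past the limits in Spns1 KO, at -0.44 (standard errors 0.22 and 0.21, adjusted p = 0.00116 and 0.151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); the models differed by 0.70 (standard error 0.23, adjusted p = 0.0487 from edgeR). With the length and GC trend removed the FeO value was -0.34, no longer called, and the Spns1 KO value turned to 0.087. Of its 31-base sequences 13.8% recur in other genes, and 2 genes overlap it on its own strand. Inpp4a (chromosome 1 from 37299865 to 37410736, 5691 bases) averaged 42.8 ± 6.02 CPM in WT, 29.6 ± 6.18 in Spns1 KO and 27.3 ± 2.68 in FeO (SD, n as for Pik3c2a). Its log2 fold changes were -0.53 and -0.65 (standard errors 0.16 and 0.16, adjusted p = 0.0256 and 0.00478 from edgeR). The trend correction ended both calls, at -0.27 and -0.28, and leaving out 1 library ended the Spns1 KO call in 6 of 13 fits. Snx9, which encodes the sorting nexin itself (chromosome 17 from 5841329 to 5931954), was not past the limits in either model, at 0.34 and 0.20 (standard error 0.18 in both, adjusted p = 0.174 and 0.362 from edgeR).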

Transcriptional data also suggested defects in clathrin-coated endosomal maturation, including SNX9-mediated membrane constriction at the plasma membrane because essential enzymes PI4K2B, PI3KC2a, and INPP4a (57–59) are significantly suppressed by our *Spns1* KO or iron overload model (Supplemental Table S2). For example, the reduction of PI(3)P may inhibit the recruitment of trafficking proteins such as early endosome autoantigen 1 (EEA1) and ESCRTs and cargo sorting at the membrane of late endosomes due to downregulation of enzyme PIKFYVE (57). 

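Pikfyve (chromosome 1 from 65186683 to 65278695, a transcript of 11237 bases) averaged 215 ± 29.1 CPM in WT (SD, n = 5), 144 ± 22.5 in the libraries labelled Spns1 KO (SD, n = 4) and 82.7 ± 20.3 in FeO (SD, n = 4). Its log2 fold change was -0.58 in Spns1 KO and -1.38 in FeO (standard errors 0.18 and 0.19, adjusted p = 0.0317 and 0.000384 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the decrease was larger in FeO by 0.80 (standard error 0.19, adjusted p = 0.0136 from edgeR). The FeO call held in every fit that left out 1 library and with the length and GC trend removed. The Spns1 KO call was lost in 6 of the 13 fits and at -0.15 with the trend removed. Eea1 (chromosome 10 from 95940650 to 96045518, 7749 bases) was downregulated in FeO, at -0.80, and not in Spns1 KO, at -0.25 (standard error 0.20 in both, adjusted p = 0.00513 and 0.372 from edgeR). The trend correction ended its FeO call (-0.15) and turned its Spns1 KO value to 0.19. A difference between the models was not shown for Eea1 (0.55, standard error 0.21, adjusted p = 0.0804 from edgeR).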

In summary, transcriptional data (Supplemental Table S2) depicted the suppression of an enzyme cascade giving rise to phoshoinositides, consistent with a *Spns1*-mediated endocytic defect. These data offer new avenues to explore the intersection of iron and membrane trafficking. This hypothesis is compatible with published data from *Drosophila*, *C. elegans*, and murine cell lines, showing disruption of membrane flows and autophagy in *Spns1* knockouts (29, 60–63).

It remains possible that endolysosomal dysfunction is primary and induces iron loading, perhaps by modifying DMT1, TfR1, and ferritin traffic. Yet exogenous iron load suppressed endocytosis and mimicked *Spns1* KO phenotype, while iron deficiency or deletion of DMT1 reversed the failure of endocytosis. In addition, the directionality of the *Spns1* channel remains to be established, but the accumulation of cytoplasmic ferritin and the rescue of endocytosis by deletion of DMT1 (Fig. 9*B*) suggest that *Spns1* may function to export iron from the cytoplasm. If this is the case, then additional combinatorial knockouts may enhance (*Spns1* + *Fpn*) or suppress (*Spns1* + *TfR1*) the endocytic defect and determine Spns1’s role in the hierarchy of these other iron transporters.

Landmark discoveries demonstrate that iron capture is directly regulated by its substrate iron. *TfR1* is directly regulated by iron-sensitive 3′-UTR iron response elements (43, 64), while ferroportin protein trafficking is directly regulated by hepcidin (65). Here we show that cellular iron might also control iron scavenging by regulating endocytosis in the kidney. The type and strength of the feedback depends not only on cellular iron distribution but also on how the proximal tubule obtains iron. These inputs can change over the course of kidney development and kidney damage, where TfR1 and megalin have evolving patterns of expression. Hence, the regulation of iron capture pathways will determine feedback to megalin-dependent endocytosis, which is best investigated by combinatorial knockouts.

## DATA AVAILABILITY

The raw mass spectrometry data in this study are available at MassIVE (UCSD, https://massive.ucsd.edu/ProteoSAFe/static/massive.jsp) under Accession No. MSV000094931 (https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=b8c19ecdb1d94b15906cc2bc773a4f45) and the Gene Expression Omnibus (series GSE268837).

## GRANTS

This work was supported by National Institutes of Health (NIH) Grants R01DK124667 and U54DK104309 (to J.B.), K08DK132511 (to A.B.), K25DK128563 (to A.K.) and 1S10RR027990 (to T.A.N.) as well as China National Science Foundation Grants 31271551 and 81970593 (to A.Q.). A.B. received additional support from the Gerstner Family Foundation and an American Society of Nephrology and Kidney Cure Carl W. Gottschalk Research Scholar Award. This research was funded in part through the NIH Grant P30CA013696 and used the Genomics and High Throughput Screening Shared Resource.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

A.Q. and J.B. conceived and designed research; A.B., T.S., G.J., A.G., K.X., S.V., A.L., E.Y.C., S.Y.R.-J., L.H., T.B.F., H.E.-B., A.Q., and J.B. performed experiments; A.B., T.S., G.J., A.G., K.X., K.N., R.E.S., S.V., A.K., A.L., J.S., E.Y.C., S.Y.R.-J., H.E.-B., T.A.N., A.Q., and J.B. analyzed data; A.B., T.S., G.J., A.G., K.X., K.N., R.E.S., S.V., A.L., J.S., E.Y.C., S.Y.R.-J., H.E.-B., T.A.N., L.S., A.Q., and J.B. interpreted results of experiments; A.B., T.S., G.J., A.G., K.X., A.Q., and J.B. prepared figures; A.B., A.Q., and J.B. drafted the manuscript; A.B., T.S., K.X., A.Q., and J.B. edited and revised the manuscript; A.B., T.S., G.J., A.G., K.X., K.N., R.E.S., S.V., A.K., A.L., J.S., E.Y.C., S.Y.R.-J., L.H., T.B.F., H.E.-B., T.A.N., L.S., A.Q., and J.B. approved final version of manuscript.

## References

[1] Nielsen R, Christensen EI, Birn H. Megalin and cubilin in proximal tubule protein reabsorption: from experimental models to human disease. Kidney Int 89: 58–67, 2016. doi:10.1016/j.kint.2015.11.007. 26759048

[2] Lieu PT, Heiskala M, Peterson PA, Yang Y. The roles of iron in health and disease. Mol Aspects Med 22: 1–87, 2001. doi:10.1016/s0098-2997(00)00006-6. 11207374

[3] Ponka P. Cellular iron metabolism. Kidney Int Suppl 69: S2–S11, 1999. doi:10.1046/j.1523-1755.1999.055suppl.69002.x. 10084280

[4] Ponka P, Lok CN. The transferrin receptor: role in health and disease. Int J Biochem Cell Biol 31: 1111–1137, 1999. doi:10.1016/s1357-2725(99)00070-9. 10582342

[5] Aisen P. Transferrin receptor 1. Int J Biochem Cell Biol 36: 2137–2143, 2004. doi:10.1016/j.biocel.2004.02.007. 15313461

[6] Lamb JE, Ray F, Ward JH, Kushner JP, Kaplan J. Internalization and subcellular localization of transferrin and transferrin receptors in HeLa cells. J Biol Chem 258: 8751–8758, 1983. 6305999

[7] McKie AT, Barrow D, Latunde-Dada GO, Rolfs A, Sager G, Mudaly E, Mudaly M, Richardson C, Barlow D, Bomford A, Peters TJ, Raja KB, Shirali S, Hediger MA, Farzaneh F, Simpson RJ. An iron-regulated ferric reductase associated with the absorption of dietary iron. Science 291: 1755–1759, 2001. doi:10.1126/science.1057206. 11230685

[8] Hamill RL, Woods JC, Cook BA. Congenital atransferrinemia. A case report and review of the literature. Am J Clin Pathol 96: 215–218, 1991. doi:10.1093/ajcp/96.2.215. 1862777

[9] Hayashi A, Wada Y, Suzuki T, Shimizu A. Studies on familial hypotransferrinemia: unique clinical course and molecular pathology. Am J Hum Genet 53: 201–213, 1993. 8317485 PMC1682235

[10] Huggenvik JI, Craven CM, Idzerda RL, Bernstein S, Kaplan J, McKnight GS. A splicing defect in the mouse transferrin gene leads to congenital atransferrinemia. Blood 74: 482–486, 1989. 2752125

[11] Levy JE, Jin O, Fujiwara Y, Kuo F, Andrews NC. Transferrin receptor is necessary for development of erythrocytes and the nervous system. Nat Genet 21: 396–399, 1999. doi:10.1038/7727. 10192390

[12] Li JY, Paragas N, Ned RM, Qiu A, Viltard M, Leete T, Drexler IR, Chen X, Sanna-Cherchi S, Mohammed F, Williams D, Lin CS, Schmidt-Ott KM, Andrews NC, Barasch J. Scara5 is a ferritin receptor mediating non-transferrin iron delivery. Dev Cell 16: 35–46, 2009. doi:10.1016/j.devcel.2008.12.002. 19154717 PMC2652503

[13] Ned RM, Swat W, Andrews NC. Transferrin receptor 1 is differentially required in lymphocyte development. Blood 102: 3711–3718, 2003. doi:10.1182/blood-2003-04-1086. 12881306

[14] Trenor CC, 3rd, Campagna DR, Sellers VM, Andrews NC, Fleming MD. The molecular defect in hypotransferrinemic mice. Blood 96: 1113–1118, 2000. 10910930

[15] Ha HT, Liu S, Nguyen XT, Vo LK, Leong NC, Nguyen DT, Balamurugan S, Lim PY, Wu Y, Seong E, Nguyen TQ, Oh J, Wenk MR, Cazenave-Gassiot A, Yapici Z, Ong WY, Burmeister M, Nguyen LN. Lack of SPNS1 results in accumulation of lysolipids and lysosomal storage disease in mouse models. JCI Insight 9: e175462, 2024. doi:10.1172/jci.insight.175462. 38451736 PMC11141868

[16] He M, Kuk ACY, Ding M, Chin CF, Galam DLA, Nah JM, Tan BC, Yeo HL, Chua GL, Benke PI, Wenk MR, Ho L, Torta F, Silver DL. Spns1 is a lysophospholipid transporter mediating lysosomal phospholipid salvage. Proc Natl Acad Sci USA 119: e2210353119, 2022. doi:10.1073/pnas.2210353119. 36161949 PMC9546575

[17] Scharenberg SG, Dong W, Ghoochani A, Nyame K, Levin-Konigsberg R, Krishnan AR, Rawat ES, Spees K, Bassik MC, Abu-Remaileh M. An SPNS1-dependent lysosomal lipid transport pathway that enables cell survival under choline limitation. Sci Adv 9: eadf8966, 2023. doi:10.1126/sciadv.adf8966. 37075117 PMC10115416

[18] Qiu A, Jansen M, Sakaris A, Min SH, Chattopadhyay S, Tsai E, Sandoval C, Zhao R, Akabas MH, Goldman ID. Identification of an intestinal folate transporter and the molecular basis for hereditary folate malabsorption. Cell 127: 917–928, 2006. doi:10.1016/j.cell.2006.09.041. 17129779

[19] Shen TH, Stauber J, Xu K, Jacunski A, Paragas N, Callahan M, Banlengchit R, Levitman AD, Desanti De Oliveira B, Beenken A, Grau MS, Mathieu E, Zhang Q, Li Y, Gopal T, Askanase N, Arumugam S, Mohan S, Good PI, Stevens JS, Lin F, Sia SK, Lin CS, D'Agati V, Kiryluk K, Tatonetti NP, Barasch J. Snapshots of nascent RNA reveal cell- and stimulus-specific responses to acute kidney injury. JCI Insight 7: e146374, 2022. doi:10.1172/jci.insight.146374. 35230973 PMC8986083

[20] Meguro R, Asano Y, Odagiri S, Li C, Iwatsuki H, Shoumura K. The presence of ferric and ferrous iron in the nonheme iron store of resident macrophages in different tissues and organs: histochemical demonstrations by the perfusion-Perls and -Turnbull methods in the rat. Arch Histol Cytol 68: 171–183, 2005. doi:10.1679/aohc.68.171. 16276023

[21] Nguyen-Legros J, Bizot J, Bolesse M, Pulicani JP. [“Diaminobenzidine black” as a new histochemical demonstration of exogenous iron (author's transl)]. Histochemistry 66: 239–244, 1980. doi:10.1007/BF00495737. 7399970

[22] Carson FL. Histotechnology: a Self Instructional Text (5th ed.). Chicago, IL: ASCP Press, American Society of Clinical Pathologists, 1990.

[23] Beenken A, Cerutti G, Brasch J, Guo Y, Sheng Z, Erdjument-Bromage H, Aziz Z, Robbins-Juarez SY, Chavez EY, Ahlsen G, Katsamba PS, Neubert TA, Fitzpatrick AWP, Barasch J, Shapiro L. Structures of LRP2 reveal a molecular machine for endocytosis. Cell 186: 821–836.e13, 2023. doi:10.1016/j.cell.2023.01.016. 36750096 PMC9993842

[24] Sweeney ST, Davis GW. Unrestricted synaptic growth in spinster-a late endosomal protein implicated in TGF-beta-mediated synaptic growth regulation. Neuron 36: 403–416, 2002. doi:10.1016/s0896-6273(02)01014-0. 12408844

[25] Dermaut B, Norga KK, Kania A, Verstreken P, Pan H, Zhou Y, Callaerts P, Bellen HJ. Aberrant lysosomal carbohydrate storage accompanies endocytic defects and neurodegeneration in *Drosophila* benchwarmer. J Cell Biol 170: 127–139, 2005. doi:10.1083/jcb.200412001. PMC217137315998804

[26] Nakano Y, Fujitani K, Kurihara J, Ragan J, Usui-Aoki K, Shimoda L, Lukacsovich T, Suzuki K, Sezaki M, Sano Y, Ueda R, Awano W, Kaneda M, Umeda M, Yamamoto D. Mutations in the novel membrane protein spinster interfere with programmed cell death and cause neural degeneration in *Drosophila melanogaster*. Mol Cell Biol 21: 3775–3788, 2001. doi:10.1128/MCB.21.11.3775-3788.2001. 11340170 PMC87027

[27] Usui-Aoki K, Nakano Y, Yamamoto D. Pathology of the adult central nervous system induced by genetic inhibition of programmed cell death in *Drosophila* pupae. Arch Insect Biochem Physiol 49: 94–101, 2002 [Erratum in *Arch Insect Biochem Physiol* 49: 225–226, 2002]. doi:10.1002/arch.10011. 11816024

[28] Young RM, Marty S, Nakano Y, Wang H, Yamamoto D, Lin S, Allende ML. Zebrafish yolk-specific not really started (nrs) gene is a vertebrate homolog of the *Drosophila* spinster gene and is essential for embryogenesis. Dev Dyn 223: 298–305, 2002. doi:10.1002/dvdy.10060. 11836794

[29] Rong Y, McPhee CK, Deng S, Huang L, Chen L, Liu M, Tracy K, Baehrecke EH, Yu L, Lenardo MJ. Spinster is required for autophagic lysosome reformation and mTOR reactivation following starvation. Proc Natl Acad Sci USA 108: 7826–7831, 2011 [Erratum in *Proc Natl Acad Sci USA* 108: 11297, 2011]. doi:10.1073/pnas.1013800108. 21518918 PMC3093520

[30] Yanagisawa H, Miyashita T, Nakano Y, Yamamoto D. HSpin1, a transmembrane protein interacting with Bcl-2/Bcl-xL, induces a caspase-independent autophagic cell death. Cell Death Differ 10: 798–807, 2003. doi:10.1038/sj.cdd.4401246. 12815463

[31] Zhao M, Li M, Yang Y, Guo Z, Sun Y, Shao C, Li M, Sun W, Gao Y. A comprehensive analysis and annotation of human normal urinary proteome. Sci Rep 7: 3024, 2017. doi:10.1038/s41598-017-03226-6. 28596590 PMC5465101

[32] Barasch J, Hollmen M, Deng R, Hod EA, Rupert PB, Abergel RJ, Allred BE, Xu K, Darrah SF, Tekabe Y, Perlstein A, Wax R, Bruck E, Stauber J, Corbin KA, Buchen C, Slavkovich V, Graziano J, Spitalnik SL, Bao G, Strong RK, Qiu A. Disposal of iron by a mutant form of lipocalin 2. Nat Commun 7: 12973, 2016. doi:10.1038/ncomms12973. 27796299 PMC5095531

[33] Eisenstein RS, Blemings KP. Iron regulatory proteins, iron responsive elements and iron homeostasis. J Nutr 128: 2295–2298, 1998. doi:10.1093/jn/128.12.2295. 9868172

[34] Lane DJ, Saletta F, Suryo Rahmanto Y, Kovacevic Z, Richardson DR. N-myc downstream regulated 1 (NDRG1) is regulated by eukaryotic initiation factor 3a (eIF3a) during cellular stress caused by iron depletion.PLoS One 8: e57273, 2013. doi:10.1371/journal.pone.0057273. 23437357 PMC3578820

[35] Gazitt Y, Reddy SV, Alcantara O, Yang J, Boldt DH. A new molecular role for iron in regulation of cell cycling and differentiation of HL-60 human leukemia cells: iron is required for transcription of p21(WAF1/CIP1) in cells induced by phorbol myristate acetate. J Cell Physiol 187: 124–135, 2001. doi:10.1002/1097-4652(2001)9999:9999<::AID-JCP1061>3.0.CO;2-E. 11241357

[36] Ye Z, Connor JR. Screening of transcriptionally regulated genes following iron chelation in human astrocytoma cells. Biochem Biophys Res Commun 264: 709–713, 1999. doi:10.1006/bbrc.1999.1554. 10543996

[37] Aziz N, Munro HN. Iron regulates ferritin mRNA translation through a segment of its 5' untranslated region. Proc Natl Acad Sci USA 84: 8478–8482, 1987. doi:10.1073/pnas.84.23.8478. 3479802 PMC299567

[38] Rouault TA. Post-transcriptional regulation of human iron metabolism by iron regulatory proteins. Blood Cells Mol Dis 29: 309–314, 2002. doi:10.1006/bcmd.2002.0571. 12547221

[39] Haile DJ. Regulation of genes of iron metabolism by the iron-response proteins. Am J Med Sci 318: 230–240, 1999. doi:10.1097/00000441-199910000-00003. 10522551

[40] Henderson BR, Kuhn LC. Differential modulation of the RNA-binding proteins IRP-1 and IRP-2 in response to iron. IRP-2 inactivation requires translation of another protein. J Biol Chem 270: 20509–20515, 1995. doi:10.1074/jbc.270.35.20509. 7544791

[41] LaVaute T, Smith S, Cooperman S, Iwai K, Land W, Meyron-Holtz E, Drake SK, Miller G, Abu-Asab M, Tsokos M, Switzer R 3rd, Grinberg A, Love P, Tresser N, Rouault TA. Targeted deletion of the gene encoding iron regulatory protein-2 causes misregulation of iron metabolism and neurodegenerative disease in mice. Nat Genet 27: 209–214, 2001. doi:10.1038/84859. 11175792

[42] Leibold EA, Munro HN. Cytoplasmic protein binds in vitro to a highly conserved sequence in the 5' untranslated region of ferritin heavy- and light-subunit mRNAs. Proc Natl Acad Sci U S A 85: 2171–2175, 1988. doi:10.1073/pnas.85.7.2171. 3127826 PMC279951

[43] Rouault TA, Hentze MW, Caughman SW, Harford JB, Klausner RD. Binding of a cytosolic protein to the iron-responsive element of human ferritin messenger RNA. Science 241: 1207–1210, 1988. doi:10.1126/science.3413484. 3413484

[44] Cooper CE, Lynagh GR, Hoyes KP, Hider RC, Cammack R, Porter JB. The relationship of intracellular iron chelation to the inhibition and regeneration of human ribonucleotide reductase. J Biol Chem 271: 20291–20299, 1996. doi:10.1074/jbc.271.34.20291. 8702762

[45] Grahammer F, Ramakrishnan SK, Rinschen MM, Larionov AA, Syed M, Khatib H, Roerden M, Sass JO, Helmstaedter M, Osenberg D, Kuhne L, Kretz O, Wanner N, Jouret F, Benzing T, Artunc F, Huber TB, Theilig F. mTOR regulates endocytosis and nutrient transport in proximal tubular cells. J Am Soc Nephrol 28: 230–241, 2017. doi:10.1681/ASN.2015111224. 27297946 PMC5198276

[46] Chen L, Chou CL, Knepper MA. A Comprehensive map of mRNAs and their isoforms across all 14 renal tubule segments of mouse. J Am Soc Nephrol 32: 897–912, 2021. doi:10.1681/ASN.2020101406. 33769951 PMC8017530

[47] Tabula Muris Consortium, Overall coordination, Logistical coordination, Organ collection and processing, Library preparation and sequencing, Computational data analysis, Cell type annotation, Writing group, Supplemental text writing group, and Principal investigators. Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris. Nature 562: 367–372, 2018.30283141 10.1038/s41586-018-0590-4PMC6642641

[48] Balzer MS, Doke T, Yang YW, Aldridge DL, Hu H, Mai H, Mukhi D, Ma Z, Shrestha R, Palmer MB, Hunter CA, Susztak K. Single-cell analysis highlights differences in druggable pathways underlying adaptive or fibrotic kidney regeneration. Nat Commun 13: 4018, 2022. doi:10.1038/s41467-022-31772-9. 35821371 PMC9276703

[49] Wu H, Kirita Y, Donnelly EL, Humphreys BD. Advantages of single-nucleus over single-cell RNA sequencing of adult kidney: rare cell types and novel cell states revealed in fibrosis. J Am Soc Nephrol 30: 23–32, 2019. doi:10.1681/ASN.2018090912. 30510133 PMC6317600

[50] Wang D, Li M, Shen H, Yang J, Gao Z, Tang Y. Iron deficiency increases phosphorylation of SP1 to upregulate SPNS2 expression in hepatocellular carcinoma. Biol Trace Elem Res 201: 1689–1694, 2023. doi:10.1007/s12011-022-03296-2. 35614326

[51] Rbaibi Y, Long KR, Shipman KE, Ren Q, Baty CJ, Kashlan OB, Weisz OA. Megalin, cubilin, and Dab2 drive endocytic flux in kidney proximal tubule cells. Mol Biol Cell 34: ar74, 2023. doi:10.1091/mbc.E22-11-0510. 37126375 PMC10295476

[52] Yuseff MI, Farfan P, Bu G, Marzolo MP. A cytoplasmic PPPSP motif determines megalin's phosphorylation and regulates receptor's recycling and surface expression. Traffic 8: 1215–1230, 2007. doi:10.1111/j.1600-0854.2007.00601.x. 17555532

[53] Fernandes SA, Demetriades C. The multifaceted role of nutrient sensing and mTORC1 signaling in physiology and aging. Front Aging 2: 707372, 2021. doi:10.3389/fragi.2021.707372. 35822019 PMC9261424

[54] Shang C, Zhou H, Liu W, Shen T, Luo Y, Huang S. Iron chelation inhibits mTORC1 signaling involving activation of AMPK and REDD1/Bnip3 pathways. Oncogene 39: 5201–5213, 2020. doi:10.1038/s41388-020-1366-5. 32541839 PMC7366895

[55] van den Bout I, Divecha N. PIP5K-driven PtdIns(4,5)P2 synthesis: regulation and cellular functions. J Cell Sci 122: 3837–3850, 2009. doi:10.1242/jcs.056127. 19889969

[56] Fasano D, Parisi S, Pierantoni GM, De Rosa A, Picillo M, Amodio G, Pellecchia MT, Barone P, Moltedo O, Bonifati V, De Michele G, Nitsch L, Remondelli P, Criscuolo C, Paladino S. Alteration of endosomal trafficking is associated with early-onset parkinsonism caused by SYNJ1 mutations. Cell Death Dis 9: 385, 2018. doi:10.1038/s41419-018-0410-7. 29515184 PMC5841278

[57] Posor Y, Eichhorn-Gruenig M, Puchkov D, Schoneberg J, Ullrich A, Lampe A, Muller R, Zarbakhsh S, Gulluni F, Hirsch E, Krauss M, Schultz C, Schmoranzer J, Noe F, Haucke V. Spatiotemporal control of endocytosis by phosphatidylinositol-3,4-bisphosphate. Nature 499: 233–237, 2013. doi:10.1038/nature12360. 23823722

[58] Shin HW, Hayashi M, Christoforidis S, Lacas-Gervais S, Hoepfner S, Wenk MR, Modregger J, Uttenweiler-Joseph S, Wilm M, Nystuen A, Frankel WN, Solimena M, De Camilli P, Zerial M. An enzymatic cascade of Rab5 effectors regulates phosphoinositide turnover in the endocytic pathway. J Cell Biol 170: 607–618, 2005. doi:10.1083/jcb.200505128. 16103228 PMC2171494

[59] Wallroth A, Haucke V. Phosphoinositide conversion in endocytosis and the endolysosomal system. J Biol Chem 293: 1526–1535, 2018. doi:10.1074/jbc.R117.000629. 29282290 PMC5798284

[60] Sakurai A, Nakano Y, Koganezawa M, Yamamoto D. Phenotypic interactions of spinster with the genes encoding proteins for cell death control in Drosophila melanogaster. Arch Insect Biochem Physiol 73: 119–127, 2010. doi:10.1002/arch.20345. 20091795

[61] Sasaki T, Lian S, Khan A, Llop JR, Samuelson AV, Chen W, Klionsky DJ, Kishi S. Autolysosome biogenesis and developmental senescence are regulated by both Spns1 and v-ATPase. Autophagy 13: 386–403, 2017. doi:10.1080/15548627.2016.1256934. 27875093 PMC5324850

[62] Sasaki T, Lian S, Qi J, Bayliss PE, Carr CE, Johnson JL, Guha S, Kobler P, Catz SD, Gill M, Jia K, Klionsky DJ, Kishi S. Aberrant autolysosomal regulation is linked to the induction of embryonic senescence: differential roles of Beclin 1 and p53 in vertebrate Spns1 deficiency. PLoS Genet 10: e1004409, 2014. doi:10.1371/journal.pgen.1004409. 24967584 PMC4072523

[63] Yanagisawa H, Ishii T, Endo K, Kawakami E, Nagao K, Miyashita T, Akiyama K, Watabe K, Komatsu M, Yamamoto D, Eto Y. L-leucine and SPNS1 coordinately ameliorate dysfunction of autophagy in mouse and human Niemann-Pick type C disease. Sci Rep 7: 15944, 2017. doi:10.1038/s41598-017-15305-9. 29162837 PMC5698481

[64] Hentze MW, Caughman SW, Rouault TA, Barriocanal JG, Dancis A, Harford JB, Klausner RD. Identification of the iron-responsive element for the translational regulation of human ferritin mRNA. Science 238: 1570–1573, 1987. doi:10.1126/science.3685996. 3685996

[65] Nemeth E, Tuttle MS, Powelson J, Vaughn MB, Donovan A, Ward DM, Ganz T, Kaplan J. Hepcidin regulates cellular iron efflux by binding to ferroportin and inducing its internalization. Science 306: 2090–2093, 2004. doi:10.1126/science.1104742. 15514116

How the deposited data were processed for this re-analysis (not part of the article)

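RNA captured by a 4-thiouracil tag meant to mark cells of the megalin Cre lineage was sequenced from 13 kidneys. Of these, 4 are labelled Spns1 KO, 5 WT and 4 FeO, and groups follow these labels. The deposited table gives whole-number estimated counts for 35013 gene symbols, not scaled to library size, and its name refers to kallisto. The methods describe Trimmomatic, alignment to mm10 with STAR and counting with HTSeq, and name Kallisto for base call conversion and adaptor trimming, so how the table was made is stated in 2 ways. The annotation is not stated. The reference used here was GENCODE vM21 on GRCm38, the assembly that mm10 denotes; 34222 symbols matched directly and 466 through RefSeq, 99.1% in all. The paper's coordinates of the Spns1 targeting construct were not used here. No column of per-sample values was left out.

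Library totals had a median of 29981814 counts and a minimum of 23068023. Counts were scaled with TMM factors and tested with edgeR 4.0.16 (quasi-likelihood, filterByExpr, 1 fit with a term per group) in R 4.3.3, for Spns1 KO against WT, FeO against WT and Spns1 KO against FeO. Adjusted p values are Benjamini-Hochberg values over all tested genes, and a call needs an adjusted p under 0.05 and a log2 fold change beyond 0.5. Levels are counts per library total (CPM) with TMM factors, and log2 values carry a prior count of 2. The share of variance between groups and the principal components used the 500 most variable genes, with exact permutation tests. Gene lists were tested with camera (inter-gene correlation 0.01) from limma 3.58.1, and again with fry and with the correlation estimated. Named genes were a list of genes taken from the paper, iron and injury genes past the limits, and in each direction the 5 shared genes, and the 5 genes that differ between the models, with the largest change, a mean of at least 100 counts and no overlap between the groups. Sequence shared with other genes was measured on 31-base sequences of the annotated transcripts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

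The lists were iron genes, lysosome, endocytic machinery, injury, ribosomal proteins, oxidative phosphorylation, mitochondrially encoded genes and markers of the proximal tubule, other nephron segments, glomerular and vascular cells and immune cells, besides the mTORC1 and phosphoinositide lists. Of 28 iron genes, 1 is on another list, the study names 6 and 23 average above 10 CPM in WT; of 36 endocytic genes the numbers are 2, 4 and 36. Of 47 lysosomal genes they are 0, 1 and 45, and of 18 injury genes 1, 1 and 10.

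Alternatives were other scalings (DESeq2 size factors, upper quartile), filters (total count above 0, at least 10 counts in every library), tools (DESeq2 1.42.0, limma-voom), fits to the 2 groups compared, the replicate number as a block, removal of each library's trend on transcript length and GC content (splines with 5 degrees of freedom each), leaving out each library, other limits on the fold change, glmTreat and separate WT libraries for each model. The fit was tested on simulated data of the same size: of 100 genes changed by 1 on the log2 scale, 51 were called for 4 against 5 libraries in Spns1 KO and 56 in FeO, and of 100 changed by 2, 98 and 99. False calls were 8 of 157 and 13 of 168. A simulated length trend with a slope of -0.304 was reduced to -0.00595 by the correction, and calls fell from 222 to 0. The paper's gene set databases were not used here. Results for some genes are not reported here.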

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

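The splits of the libraries were planned, the tests of gene copies and pseudogenes were chosen once the large differences in 6 genes had been noticed, and those of mislabelling, mixed RNA, length and GC content, the share of proximal tubule RNA and parent genes only after the result was seen.

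In 17 of 229 sets of values (log2 CPM of a named gene in the libraries of a group), 1 library lay far from the others, where 11.45 sets would be so by chance. The measure is the gap to the nearest library as a share of the group's range, with Dixon's limit at 95%. In WT it was Clu 0.776 (WT 5 highest), Jun 0.744 (WT 4 lowest), Mdk 0.886 (WT 5 lowest), Slc39a8 0.739 (WT 5 lowest), Slc40a1 0.788 (WT 4 highest), Spns1 0.801 (WT 4 lowest), Spns2 0.716 (WT 4 highest) and Usp53 0.77 (WT 3 highest). In Spns1 KO it was Eea1 0.898 (the library labelled Spns1 KO 1 highest), Eif3a 0.833 (the library labelled Spns1 KO 1 highest), Gm6055 1.000 (the library labelled Spns1 KO 2 highest), Inpp4a 0.866 (the library labelled Spns1 KO 4 highest), Ndrg1 0.895 (the library labelled Spns1 KO 4 lowest) and Usp53 0.96 (the library labelled Spns1 KO 4 highest), where the counts of Gm6055 were near the floor. In FeO it was Cubn 0.872 (FeO 1 lowest), Ezr 0.854 (FeO 4 lowest) and Pcbp1 0.894 (FeO 4 lowest). WT 4 was the distant library in 4 sets, WT 5 and the library labelled Spns1 KO 4 in 3 each. Over genes called without it, the library labelled Spns1 KO 4 lay at 0.38 on a scale from the WT mean (0) to the mean of the others labelled Spns1 KO (1). Treated alike, the latter lay between 1.03 and 1.05 and the WT libraries between -0.102 and 0.15. Over all tested genes its log2 CPM had a mean correlation of 0.968 with the WT libraries and 0.96 with the others labelled Spns1 KO, each of which correlated more with its own group. A mislabelled WT library, or WT RNA mixed in at the share this position needs, is argued against: of 7 genes nearly absent from the other libraries labelled Spns1 KO, 6 stayed under 20% of the WT mean in it, against at most 1 in any WT library treated alike. Its own rank correlation of level with length was 0.098, nearer WT than the others of its label, but the length and GC trend is argued against as the cause, since its position was 0.368 once the trend was removed. Incomplete deletion and other differences between the mice stay open. No biological explanation of the other distant libraries was tested.

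The change differed between the models (Spns1 KO against FeO in the same fit, past the limits with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for 28 named genes. Values are log2 fold changes of Spns1 KO over FeO. It was higher in Spns1 KO for Cacna2d2 3.07, Cubn 1.41, Eif3a 0.86, F5 2.77, Fabp1 2.41, Gdf15 1.26, Lamtor2 1.01, Lrp2 1.01, Mdk 2.55, Mroh7 2.53, Nfs1 0.53, Pik3c2a 0.70, Pikfyve 0.80, Slc11a2 1.04 and Tsc1 0.75, and lower for Cdkn1a -1.22, Kcnma1 -1.21, Krt18 -1.53, Krt8 -1.0, Podxl -0.94, Rheb -0.61 and Steap3 -1.12. Of 18 markers of the proximal tubule, 9 were called higher and 0 lower, with a median of 1.01. The trend on transcript length and GC content does not account for it, since 9 markers were called higher in Spns1 KO than in FeO after it was removed. A higher share of proximal tubule RNA in the libraries labelled Spns1 KO may contribute: 15 markers were higher by more than their standard error and 1 was lower by more than that. Independent markers would give 2.86 by chance in each direction, but these markers share their libraries and are not independent. That share and a change in the genes themselves cannot be told apart, since 1 lower marker does not rule the share out and no measure of the captured cells is part of the data. Iron loading and Spns1 deletion differ by design, so a biological difference stays open and untested. The sets of libraries behind the count of genes that differ between the models were not interchangeable: 1 of the 35 splits of the 8 libraries, the real one, gave as many called genes, and the next gave 15.

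The FeO libraries stood apart from both other groups in 4 genes, with fitted log2 fold changes of Spns1 KO over FeO of Eno1b -10.24, Gm6054 -12.05, Gm6055 -12.72 and Rps13-ps1 -6.99. In Klk1b22 (-5.83) it was Spns1 KO that stood apart, with 0.798 CPM against 61.3 in WT and 45.7 in FeO. In Gm10925 (-6.53) the groups overlapped, with 41 to 128419 counts in FeO and up to 2401 in Spns1 KO. Where every library of a group was at or under 3 counts, a bound was computed instead: in FeO, Eno1b was at least 779-fold higher than in WT, Gm6054 at least 545-fold higher than in WT and 629.7-fold higher than in Spns1 KO, and Gm6055 at least 1897-fold higher than in WT. Much of the sequence of the 4 genes and Gm10925 recurs in other genes, so their counts may be shared with near-identical genes. The percentage of 31-base sequences that recur was 89.2% for Eno1b, 51.7% for Gm6054, 92.5% for Gm6055, 92.3% for Rps13-ps1 and 100% for Gm10925, the lowest being 51.7%. This percentage is the same for every library, so alone it cannot explain a difference between groups. For Klk1b22 the value was 41.1%. That percentage cannot decide whether sharing caused its difference. No limit was set for such a share, and no counts of the genes that share its sequence are given. If counts had moved from a parent gene to its copy, the parent would fall in FeO. Of the 4 parents, 1 had a lower value, mt-Atp6 at -0.021, while Eno1 was at 0.81, Map1lc3b at 0.67 and Rps13 at 0.21 (adjusted p = 0.962, 0.0154, 0.00572 and 0.457 from edgeR). The rise of Eno1 and Map1lc3b argues against a plain loss to the copies, but a rise that hides moved counts cannot be told apart from no movement, because the level a parent would have without its copy is not known. A difference in how the FeO libraries were quantified would be expected to call pseudogenes more often than coding genes. In FeO against WT, 36.7% of 757 pseudogenes were called against 42.5% of 15604 coding genes, but 9.11% against 1.49% changed beyond 4-fold. In Spns1 KO the shares called were 13.6% and 21.9%, and 3.83% against 0.500% changed beyond 4-fold, so the excess of large changes is not particular to FeO. Different handling of the FeO libraries and a response to iron cannot be told apart, because neither value decides and every FeO library carries both.

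Signals outside the genes the paper discusses were seen in 13 of 22 tests of gene lists, as median log2 fold changes against WT past an adjusted p of 0.05 with camera. They were 0.46 and 0.52 for lysosomal genes, 1.35 and 1.12 for ribosomal proteins, 1.20 and 1.04 for oxidative phosphorylation, 0.68 and 0.84 for immune markers and 0.36 and 0.70 for glomerular and vascular markers in Spns1 KO and FeO. In Spns1 KO alone they were 0.96 for proximal tubule markers and 0.48 for mitochondrially encoded genes, and in FeO alone 0.78 for markers of other nephron segments. The other values were -0.074 for proximal tubule markers and 0.28 for mitochondrially encoded genes in FeO, and 0.25 for other nephron segments in Spns1 KO. Markers of other cells rose in FeO with medians that lay 0.143 apart. When genes were redrawn among the 3 lists 9999 times, the medians lay 0.443 apart in the median and up to 0.636 in 95% of draws, so lists of this size would show only a larger difference. A lower share of proximal tubule RNA and a change within other cells cannot be told apart, because the test has little power and the proximal tubule markers did not fall clearly. Of the 11 immune, 13 glomerular and vascular and 16 other nephron markers, 2, 13 and 13 averaged above 10 CPM in WT, so these libraries hold RNA of such markers without treatment. Of the 18 proximal tubule markers 17 did; 2 of them stand on another list and the study names 2.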

How the results depend on the processing

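DESeq2 on genes of a total count above 0 was the only alternative chosen after the data were seen. The correlation of the models moved by less than the spread and the group share of variance kept its side in every alternative run for them; the correlation ran from 0.484 to 0.672 over the fits that each left out 1 library, and the group share was 49.6% over all tested genes. Counts as deposited were whole numbers, so leaving them unrounded changes nothing and was given no value. Replicate numbers do not pair the libraries: 3 of 12 pairs with the same number had a correlation above 0.1 (median 0.0501), against 10 of 44 others (median 0.0165), so values with the block are not read as weaker results.

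Results that changed are given by setting; unless the setting itself leaves fewer genes or libraries or a stricter limit, the cause was not tested. With upper-quartile factors: 21.8% of downregulated FeO genes shared. With all genes of a total count above 0: 793 downregulated in Spns1 KO, 40.1% of upregulated FeO genes shared, 445 shared downregulated genes, 15.8% of downregulated FeO genes shared, 56.1% of downregulated Spns1 KO genes shared. With genes of at least 10 counts in every library: 44.7% of upregulated FeO genes shared, 25.9% of downregulated FeO genes shared. With DESeq2: 44.3% of upregulated FeO genes shared, 29.0% of downregulated FeO genes shared. With limma-voom: 39.8% of upregulated FeO genes shared, 61.4% of upregulated Spns1 KO genes shared, 28.8% of downregulated FeO genes shared, 65.7% of downregulated Spns1 KO genes shared. With only the 2 groups compared in the fit: 420 higher in Spns1 KO than in FeO, 583 lower in Spns1 KO than in FeO, 47.3% of upregulated FeO genes shared, 61.7% of upregulated Spns1 KO genes shared, 25.0% of downregulated FeO genes shared. With the replicate number as a block: 38.9% of upregulated FeO genes shared, 68.2% of downregulated Spns1 KO genes shared, Spns2 in Spns1 KO 0.51. With the length and GC trend removed: 640 downregulated in Spns1 KO, 949 shared upregulated genes, 30.4% of upregulated FeO genes shared, 51.0% of upregulated Spns1 KO genes shared, 259 shared downregulated genes, 11.5% of downregulated FeO genes shared, 40.5% of downregulated Spns1 KO genes shared, Spns1 in Spns1 KO -0.52, Spns2 in Spns1 KO 0.47, mTORC1 pathway in Spns1 KO 0.038, phosphoinositide enzymes in Spns1 KO -0.072, mTORC1 pathway in FeO 0.093, phosphoinositide enzymes in FeO -0.069. With the block and the trend correction together: 1178 upregulated in Spns1 KO, 303 downregulated in Spns1 KO, 1971 downregulated in FeO, 537 shared upregulated genes, 21.7% of upregulated FeO genes shared, 45.6% of upregulated Spns1 KO genes shared, 135 shared downregulated genes, 6.85% of downregulated FeO genes shared, 44.6% of downregulated Spns1 KO genes shared, Spns2 in Spns1 KO 0.44, Spns2 in FeO 0.50, phosphoinositide enzymes in Spns1 KO -0.099, mTORC1 pathway in FeO 0.067, phosphoinositide enzymes in FeO -0.11. With DESeq2 on genes of a total count above 0 (chosen after seeing the data): 28.2% of downregulated FeO genes shared. With no limit on the fold change: 26.1% of downregulated FeO genes shared. With a log2 fold change limit of 1: 1153 upregulated in Spns1 KO, 257 downregulated in Spns1 KO, 1734 upregulated in FeO, 1577 downregulated in FeO, 551 higher in Spns1 KO than in FeO, 566 lower in Spns1 KO than in FeO, 568 shared upregulated genes, 32.8% of upregulated FeO genes shared, 49.3% of upregulated Spns1 KO genes shared, 98 shared downregulated genes, 6.21% of downregulated FeO genes shared, 38.1% of downregulated Spns1 KO genes shared. With glmTreat: 833 upregulated in Spns1 KO, 96 downregulated in Spns1 KO, 1855 upregulated in FeO, 1264 downregulated in FeO, 154 higher in Spns1 KO than in FeO, 189 lower in Spns1 KO than in FeO, 460 shared upregulated genes, 24.8% of upregulated FeO genes shared, 55.2% of upregulated Spns1 KO genes shared, 18 shared downregulated genes, 1.42% of downregulated FeO genes shared, 18.8% of downregulated Spns1 KO genes shared. With separate WT libraries for each model (medians over 20 assignments): 710.5 shared upregulated genes, 26.6% of upregulated FeO genes shared, 58.2% of upregulated Spns1 KO genes shared, 188 shared downregulated genes, 8.15% of downregulated FeO genes shared, 39.2% of downregulated Spns1 KO genes shared. With the inter-gene correlation estimated from the data: paper mTORC1 components in Spns1 KO 0.72, paper phosphoinositide enzymes in Spns1 KO -0.58, phosphoinositide enzymes in Spns1 KO -0.25, paper mTORC1 components in FeO 1.07, paper phosphoinositide enzymes in FeO -0.89, phosphoinositide enzymes in FeO -0.26, 0 of the other list tests past the limit.

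Leaving out 1 library at a time moved upregulated in Spns1 KO from 1531 (without the library labelled Spns1 KO 3) to 3003 (without the library labelled Spns1 KO 4), downregulated in Spns1 KO from 504 (without the library labelled Spns1 KO 3) to 2677 (without the library labelled Spns1 KO 4), higher in Spns1 KO than in FeO from 545 (without FeO 1) to 1457 (without FeO 2), lower in Spns1 KO than in FeO from 636 (without FeO 1) to 1630 (without FeO 2), percent of upregulated FeO genes shared from 28.4 (without the library labelled Spns1 KO 3) to 53.8 (without the library labelled Spns1 KO 4), percent of upregulated Spns1 KO genes shared from 61.3 (without FeO 3) to 69.3 (without FeO 2), shared downregulated genes from 249 (without the library labelled Spns1 KO 3) to 1842 (without the library labelled Spns1 KO 4), percent of downregulated FeO genes shared from 7.69 (without the library labelled Spns1 KO 3) to 52.1 (without the library labelled Spns1 KO 4), percent of downregulated Spns1 KO genes shared from 49.4 (without the library labelled Spns1 KO 3) to 68.8 (without the library labelled Spns1 KO 4), Spns2 in Spns1 KO from 0.44 (without the library labelled Spns1 KO 3) to 0.68 (without the library labelled Spns1 KO 4), mTORC1 pathway in Spns1 KO from -0.12 (without the library labelled Spns1 KO 3) to 0.082 (without WT 4). Counts also moved by over 1.5 times in these fits: Spns1 KO vs WT genes lower 527 without the library labelled Spns1 KO 1, Spns1 KO vs WT genes lower 525 without the library labelled Spns1 KO 2, Spns1 KO vs WT genes lower 560 without WT 3, Spns1 KO vs FeO genes higher 615 without the library labelled Spns1 KO 1, Spns1 KO vs FeO genes higher 683 without the library labelled Spns1 KO 2, Spns1 KO vs FeO genes higher 739 without FeO 3, Spns1 KO vs FeO genes lower 787 without the library labelled Spns1 KO 1, Spns1 KO vs FeO genes lower 764 without the library labelled Spns1 KO 2.

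Among single genes and lists, direction reversed in cases that include these: With all genes of a total count above 0, Ndrg1 in Spns1 KO 0.046, Nfs1 in FeO 0.044. With genes of at least 10 counts in every library, injury list in FeO -0.35, proximal tubule list in FeO 0.087. With limma-voom, injury list in Spns1 KO -0.16. With only the 2 groups compared in the fit, Ndrg1 in Spns1 KO 0.0014. With the replicate number as a block, Gm6054 in Spns1 KO 0.44, Ndrg1 in FeO -0.027, Rps13-ps1 in Spns1 KO 0.38, injury list in Spns1 KO -0.14. With the length and GC trend removed, Cubn in FeO 0.33, Eea1 in Spns1 KO 0.19, Gdf15 in Spns1 KO -0.11, Krt8 in Spns1 KO -0.16, Lcn2 in Spns1 KO -0.043, Lrp2 in FeO 0.46, Pik3c2a in Spns1 KO 0.087, Prkaa1 in FeO 0.28, injury list in Spns1 KO -0.10, proximal tubule list in FeO 0.028. With the block and the trend correction together, Cubn in FeO 0.29, Eea1 in Spns1 KO 0.12, Gdf15 in Spns1 KO -0.097, Gm6054 in Spns1 KO 0.11, Krt8 in Spns1 KO -0.19, Lrp2 in FeO 0.48, Ndrg1 in FeO -0.13, Prkaa1 in FeO 0.26, injury list in Spns1 KO -0.27, injury list in FeO -0.12. Of the fits that each left out 1 library, Gdf15 in Spns1 KO from -0.034 to 0.49 (reversed without the library labelled Spns1 KO 4), Gm6054 in Spns1 KO from -1.06 to 0.40 (reversed without WT 5), Jun in Spns1 KO from -0.81 to 0.14 (reversed without the library labelled Spns1 KO 1, the library labelled Spns1 KO 2, the library labelled Spns1 KO 3, WT 1 and WT 5), Krt8 in Spns1 KO from -0.035 to 0.30 (reversed without the library labelled Spns1 KO 3), Ndrg1 in FeO from -0.095 to 0.53 (reversed without FeO 3), Ndrg1 in Spns1 KO from -0.11 to 0.17 (reversed without the library labelled Spns1 KO 4, WT 1, WT 2, WT 4, FeO 1, FeO 2 and FeO 4), Nfs1 in FeO from -0.068 to 0.033 (reversed without FeO 2 and FeO 3), Podxl in Spns1 KO from -0.039 to 0.20 (reversed without WT 1 and WT 2), Prkaa1 in FeO from -0.19 to 0.038 (reversed without WT 4), Rps13-ps1 in Spns1 KO from -5.01 to 0.52 (reversed without WT 5), injury list in Spns1 KO from -0.17 to 0.21 (reversed without the library labelled Spns1 KO 4 and WT 4), proximal tubule list in FeO from -0.23 to 0.18 (reversed without FeO 1). The cause was not tested. Of the values that did not reverse, 314 fell short of the limits and 65 passed them under an alternative, and 4070 kept direction and side.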

Differences from the paper's values

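No test of a cause is reported in this part. None of the 4 gene counts and shares the paper states for these data differed by more than 1.5 times from the values obtained here. The paper gives 3985 genes upregulated in FeO and 2582 in Spns1 KO, against 3691 and 2307 here, and shares of 42.9% and 66.2%, against 41.8% and 66.9%. The paper also states 40M reads; the median library total here was 29981814 counts, which are assigned and not sequenced reads, so the numbers are not the same measure. With no limit on the fold change, a setting set before the data were examined, 3985 genes were upregulated in FeO, the paper's number, but 2388 in Spns1 KO, with shares of 40.7% and 67.8%. DESeq2 on all genes with a total count above 0, chosen after the values were seen, gave 3992 and 2594 genes and shares of 43.0% and 66.2%.

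The paper states that Rraga, Rragc and Rheb were enriched in both models, as part of a gene set enrichment, which is not the same measure as a single-gene call. Here they were above WT in both models but past the limits in FeO only. Their log2 fold changes in Spns1 KO were 0.43, 0.18 and 0.21, and no setting called them in Spns1 KO. The paper states that Prkaa1 was downregulated in the models; here its value in FeO was -0.11, and no setting called it. Pik3c2a, which the paper names as suppressed in the one model or the other, was past the limits in FeO only (-1.13), with -0.44 in Spns1 KO, and no setting called it in Spns1 KO. The paper reports enrichment of the mTORC1 gene set; the pathway list used here, which is not that gene set, had medians of -0.075 and -0.092, and no setting moved it past an adjusted p of 0.05.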

Other observations

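The splits, the separate WT libraries and the length and GC correction were planned; the tests of library size and abundant genes were chosen once the shared genes had been counted, and those of WT differences, span and exon number, and exon 3, and the reading of the length and GC correction, only after the result was seen.

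Log2 fold changes fell with transcript length in both models: the rank correlation across 16392 genes, which are not independent replicates, was -0.401 in Spns1 KO and -0.441 in FeO, and 0.174 for Spns1 KO over FeO. The median log2 fold change was 0.57 and 0.77 in the tenth of genes with the shortest transcripts and -0.39 and -0.66 in the tenth with the longest. The WT libraries differed among themselves in this respect, with own rank correlations of level with length from 0.158 to 0.581, against -0.309 to 0.098 in the libraries labelled Spns1 KO and -0.355 to -0.191 in FeO. A single WT library does not account for the trend, whose weakest value over the fits that each left out a WT library was -0.343, without WT 4. Genomic span or exon number does not account for it either: the weaker partial rank correlation with length, given these and GC content, was -0.33. The trend was weaker with all genes of a total count above 0, at -0.192 and -0.178 with edgeR and -0.167 and -0.225 with DESeq2, and stronger with genes of at least 10 counts in every library, at -0.478 and -0.544. RNA quality, the efficiency of capture and a biological response that goes with length were not tested and stay open.

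The genes changed alike in both models number 2302. With separate WT libraries for each model the correlation was at least 0.387, and simulated unchanged groups reached 0.213. Those simulations cannot decide whether the shared WT libraries are the whole cause. With shared WT libraries they reached only 0.521, against 0.807 for redrawn labels, and no labels were redrawn with separate WT libraries. With separate WT libraries, 287 to 1118 upregulated and 39 to 555 downregulated genes were still shared. The shared WT libraries do raise the correlation, and as large an r was found in 27 of 100 sets of labels, the real one included, so the correlation alone carries little weight. Library size is argued against, with 2248 shared genes after all libraries were thinned to the smallest total of 23068023, as are a few abundant genes, with 2352 when 22 of them were left out. Removing the trend on length and GC content left 884 of the shared genes called in both models, so the trend is argued against as the whole cause, although most did not stay called, as its absence would have required. For the other 1418 genes, a technical trend and a biological change of short and long transcripts cannot be told apart, since the trend differs between the groups as a whole. A shared response to iron may underlie the 884 genes; it remains a hypothesis, since the same data gave rise to it and the trend's origin is open.

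Of 100 splits of the libraries, 1, the real one, gave as many called genes for Spns1 KO against WT (next 1 gene), 1 for FeO against WT (next 1329) and 1 for genes called alike in both. A median as far from 0 was found for the mTORC1 genes the paper names in 5 of 100 splits for Spns1 KO and 1 for FeO, and for the phosphoinositide enzymes it names in 1 and 1. For the whole mTORC1 pathway list the counts were 12 and 22, and for the phosphoinositide enzyme list, which includes enzymes the paper names, 1 and 1. The Spns1 KO median of the named mTORC1 genes and both medians of the pathway list are thus no larger than other groupings of the same libraries give at a share of 0.05.

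With controls that carry 2 intact copies, as the sample labels have it, loss of exon 3 alone would take the count of the whole Spns1 gene to a log2 fold change of -0.092 in the libraries labelled Spns1 KO, and the observed value lay -1.21 standard errors from it. With controls that have lost exon 3 from 1 floxed copy, as the paper's genotype implies, the values would be -0.047 and -1.46. Both expected values assume that the message without exon 3 keeps its level, which was not tested. Counts from the remaining exons and incomplete deletion cannot be told apart in these libraries, because the deposited table holds 1 value per gene. The paper reports that mice with this Cre driver and 2 floxed alleles lost Spns1 RNA and protein in the proximal tubule.

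Lrp2, which encodes megalin, had log2 fold changes of 0.75 in Spns1 KO and -0.26 in FeO (standard errors 0.20 and 0.21, adjusted p = 0.0165 and 0.312 from edgeR). Exact two-sided permutation tests gave p = 0.0159 and 0.143 (0.0714 and 0.214 after adjustment over the 9 single-gene tests). Libraries of both models overlapped with WT. With the length and GC trend removed the FeO value was 0.46. Of all pairs of libraries within a group, WT 1 and WT 2 were the closest, at 7.96 times the sampling noise against 37.4 for the next pair; they were counted as separate samples because they are labelled so, and this value does not show whether they are separate mice. All mice are labelled female; counts of the Y-linked genes Ddx3y and Kdm5d ranged from 1 to 16 and from 141 to 665. The median library total was highest in Spns1 KO, although its range overlapped that of WT, and mitochondrially encoded genes took a median of 20.5% of counts in Spns1 KO, 17.0% in WT and 22.0% in FeO.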
